# Transcriptomic analysis of a moderately growing subisolate *Botryococcus braunii* 779 (*Chlorophyta*) in response to nitrogen deprivation

**DOI:** 10.1186/s13068-015-0307-y

**Published:** 2015-08-28

**Authors:** Lei Fang, Deying Sun, Zhenyu Xu, Jing He, Shuyuan Qi, Xin Chen, Wee Chew, Jianhua Liu

**Keywords:** *Botryococcus braunii*, Green microalgae, Hydrocarbon, Transcriptome, Response to nitrogen deprivation

## Abstract

**Background:**

The colonial microalga *Botryococcus braunii* has been brought to people’s attention for its conspicuous ability to accumulate a variety of lipids including hydrocarbons. *B. braunii* strains are classified into 3 races based on the types of hydrocarbons. A and B races are known to accumulate high level of lipids. However, their extreme slow growth rate has impeded its application for renewable biofuel production.

**Results:**

In this study, we report the transcriptomic response of a moderately growing subisolate from the culture of *Botryococcus* sp. CCALA-779 upon nitrogen deprivation (ND). We show that the subisolate has an average growth rate of 0.52 g l^−1^ day^−1^ under photoautotrophic growth conditions and lipid content is enhanced to 75 % of CDW upon ND. Both rDNA sequence and hydrocarbon composition analyses indicate that the subisolate belongs to A race *B. braunii*. Hence, it is designated as *B. braunii* 779. We show that *B. braunii* 779 transcriptome shares homology to majority of the A race but not B race *B. braunii* ESTs, suggesting that transcriptomes of A race differ from that of B race. We found that many homologous ESTs between A races 779 and Bot-88 are unknown sequences, implying that A race contains many unknown genes. Pathway-based transcriptomic analysis indicates that energy metabolisms are among the top expressed functions in log-phase cells, indicating that the slow growth rate is a result that energy flow is directed to lipid biosynthesis but not population growth. Upon ND, reconfiguration of metabolisms for reducing power is apparent, suggesting that *B. braunii* 779 is rapidly adapting under ND condition by transcriptomic reprogramming.

**Conclusions:**

Taken together, our result shows that the subisolate *B. braunii* 779, similar to the Gottingen strain, is useful for biofuel production. Difference between transcriptomes of A and B races implies that different races of *B. braunii* strains belong to different sub-species. Furthermore, there are many novel genes that are unique to A race, suggesting that sequences of many enzymes involved in hydrocarbon biosynthesis are not currently known. We propose that *B. braunii* transcriptomes provide a rich source for discovery of novel genes involved in hydrocarbon biosynthesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-015-0307-y) contains supplementary material, which is available to authorized users.

## Background

Microalgae have been getting renewed interests for its CO_2_ mitigation and lipid production. Photosynthetic microalgae, like green plants, utilize photon energy to convert CO_2_ (in presence of water) into sugar and oxygen. Lipid yield from oleaginous algae is believed to be at least an order of magnitude higher than that of many energy plants [1, 2], besides that cultivation of microalgae can avoid competing arable lands and irrigation water for crops [3, 4]. Many oleaginous microalgae accumulate triacylglycerols (or TAG) that need to be transesterified with methanol to methyl esters of fatty acids and glycerol, for example, before being refined to biodiesel [5]. On the other hand, oleaginous green colonial microalga *Botryococcusbraunii* has been brought to people’s attention for its conspicuous ability to accumulate a variety of lipids including hydrocarbons that are found in petroleum deposits and can be refined directly without the need of esterification because they are not fatty acids [4, 6].

However, *B. braunii* has suffered from an extreme slow growth (i.e., population doubling time is approximately 5–7 days) that has hampered from its application for biofuel production [6]. The slow growth has also prevented it from genetic studies. Hence, many researches have focused on the analysis of hydrocarbon compositions and the discovery of DNA sequences encoding enzymes involved in biosynthesis of hydrocarbons [7–12]. Depending on the types of hydrocarbons accumulated in cells and cell wall matrix, *B. braunii* is classified into three principal races, A, B, and L. A race produces very long chain fatty acid (or VLCFA)-derived odd-carbon-numbered *n*-alkadiene and alkatriene, B race produces mainly botryococcenes (or triterpenoids), and L race produces lycopadiene (or tetraterpenoid) [13–16]. Several genes encoding enzymes such as triterpene methyltransferases TMTs [8], 1-deoxy-D-xylulose 5-phosphate synthase DXS [10], squalene synthase-like SSL botryococcenes synthase [9, 17], Botryococcus squalene synthase BSS [18], and squalene epoxidases SQE [11] have been cloned and their enzymatic activities have been tested.

Genomic sequences of a number of photosynthetic microalgae have been completed (http://genome.jgi-psf.org). These comprehensively annotated genomes have provided rich sources for annotation of novel genomes and transcriptomes. Using the comprehensively annotated genomes, de novo transcriptome analysis without reference genomic sequences has permitted the discovery of genes and reconstitution of metabolic pathways in some non-model microalgae [19–22]. De novo transcriptomic analyses in *B. braunii* have extended our knowledge on potential enzymes involved in biosynthesis of hydrocarbons in *B. braunii* [21, 23–25]. For example, 19 out of 55 sequences encoding enzymes potentially involved in biosynthesis of VLCFA have been discovered in A race *B. braunii* Bot-88 [24] and 100 curated and machine-assembled sequences potentially involved in biosynthesis of botryococcenes and squalene have been revealed in B race *B. braunii* Showa [21]. However, it is unclear why not all the enzymes that are involved in biosynthesis of VLCFA are found in the transcriptomes of A race *B. braunii*.

ND is one of the most widely used methods for enhancement of storage lipids in a number of TAG-containing green microalgae [2, 5, 22]. In A race *B. braunii*, nitrogen limitation enhances accumulation of oleic acid [26], but not hydrocarbons [27]. Global transcriptional profiling of microalgal cells in response to ND using next-generation sequencing (or NGS) technologies allows identification of gene regulatory networks involved in adaptation and survival [22, 28, 29].

In this study, we report (1) the characterization of a moderately growing subisolate derived from the *Botryococcus* sp. CCALA779 culture, (2) biochemical analysis of the lipids and hydrocarbons accumulated in the subisolate, and (3) transcriptomic profiling of the subisolate in response to ND. We show that the subisolate can reach a maximal growth rate of 1.23 g l^−1^ d^−1^ and an average growth rate of 0.52 g l^−1^ d^−1^ in 2× BB medium [30] under photoautotrophic growth conditions. Lipid contents are enhanced by nitrogen deprivation (ND). The 18S rRNA sequence-based phylogenetic analysis places the subisolate to the group of A race. Consistent with this, GC–MS analysis of hydrocarbon composition in the subisolate reveals the presence of heptacosdiene and heptacostriene. Four giga-nucleotide short-read sequences of RNA (or cDNA) generated using Illumina sequencing platform were assembled by Trinity software. Approximately 20 % (i.e., 12,292) of the non-redundant transcriptome was found to have best-hit in the 6 algal genomes that are comprehensively annotated (http://genome.jgi-psf.org). Comparison to other previously reported transcriptomes of other *B. braunii* strains implies that the similarity between transcriptomes of A and B races is very low (i.e., at a level of 15 %). On the other hand, majority of the homologous ESTs between A races are unknown sequences. Taken together, our results indicate that the moderately growing subisolate belong to the A race *B. braunii*. Transcriptomes between A and B races *B. braunii* differ dramatically, suggesting that A and B races belong to different sub-species. Additionally, many ESTs in A race transcriptomes are unknown sequences, providing a useful resource for discovery of novel genes. We propose that the *B. braunii* 779 is similar to other well-characterized strains such as Gottingen strain [27], attractive for biofuel production.

## Results

### Accumulation of lipid and hydrocarbon in a moderate growing *Botryococcus* subisolate is enhanced by ND

A moderately growing subisolate from a culture of *Botryococcus* sp. CCALA 779 on solid BB medium was obtained. Photoautotrophic growth rate of the subisolate in liquid BB medium was examined under the condition of 250 μmol photon m^−2^ s^−1^. The growth curve indicated that this subisolate exhibited a maximum growth rate of 0.61 g l^−1^ d^−1^ (i.e., gram of cell dry weight or CDW per liter per day) and a maximum cell density of 1.98 g l^−1^ in terms of CDW per liter (Fig. 1a; Table 1). When using 2× BB medium (i.e., to double the nutrient concentration of the BB medium), we found that both the growth rate and cell maximum density were doubled to 1.23 g l^−1^ d^−1^ and 4 g l^−1^, respectively. Subsequently, we examined the content of lipid and hydrocarbon in log-phase cells (e.g., at the density of ~1.61 g/L in 1× BB medium) that were extracted by methanol/chloroform solution (i.e., the ratio was 2:1 by volume) and hexane, respectively, using gravimetric methodologies (see “Methods”). Our results indicated that the total lipid and hydrocarbon contents in log-phase cells were approximately 0.58 g/L (or 36 % of CDW) and 0.31 g/L (or 19 % of CDW), respectively (Table 2).

**Fig. 1:**
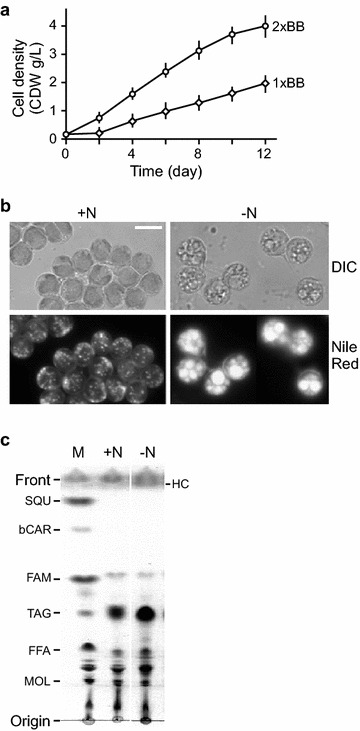
Characterization of the moderately growing subisolate from a *Botryococcus* CCALA 779 culture. **a** Growth curve of the subisolate. X- and Y-axis indicate time in days and cell dry weight in gram per liter. Nutrient strength of 1× BB and 2× BB indicates medium with standard nutrient concentration and twofold of standard concentration. **b** Fluorescence microscopic analysis of Nile red-stained cells of subisolate. Cells prior to and after ND are indicated by +N and −N, respectively. Cell images are captured under the setting of differential interference contrast (DIC) and fluorescence (Nile red). A *scale bar* of 20 μm is shown. **c** Analysis of total lipids extracted by methanol/chloroform solution (i.e., 2:1 by volume). Equal amount of total lipid extract from cells prior to (+N) and after (−N) ND is loaded onto a TLC plate and developed with hexane/diethyl ether/acetic acid solution (i.e., 35:15:0.1 by volume). Origin and front of TLC are indicated. Marker (M) of standard chemicals includes squalene (SQU), beta-carotene (bCAR), FAME C_14_-C_22_ (FAM), tri-oleic acid glyceride (TAG), oleic acid (FFA), and mono-olein (MOL). *HC* hydrocarbon.

**Table 1:** Growth curves of the *Botryococcus* sp. subisolate

Time	CDW1^a^	CDW2	CDW3	CDW (Ave ± SD)^b^
(A) In BB medium				
0 (d)	0.140	0.155	0.155	0.150 ± 0.009
2	0.215	0.245	0.235	0.232 ± 0.015
4	0.600	0.640	0.630	0.623 ± 0.021
6	0.920	0.960	0.970	0.950 ± 0.026
8	1.150	1.350	1.300	1.267 ± 0.104
10	1.500	1.700	1.650	1.617 ± 0.104
12	1.900	2.200	1.900	2.000 ± 0.173

Period	Rate1^c^	Rate2	Rate3	Rate (Ave ± SD)
(A) In BB medium				
0–2	0.239	0.257	0.231	0.243 ± 0.013
2–4	0.671	0.616	0.637	0.641 ± 0.027
4–6	0.238	0.225	0.241	0.235 ± 0.009
6–8	0.118	0.186	0.158	0.154 ± 0.034
Average growth rate	0.318			
Maximum growth rate	0.641			

Time	CDW1	CDW2	CDW3	CDW (Ave ± SD)
(B) In 2× BB medium				
0 (d)	0.140	0.155	0.155	0.150 ± 0.009
2	0.730	0.755	0.750	0.745 ± 0.013
4	1.610	1.580	1.630	1.607 ± 0.025
6	2.250	2.500	2.550	2.433 ± 0.161
8	3.000	3.000	3.300	3.100 ± 0.173
10	3.500	3.850	3.850	3.733 ± 0.202
12	3.800	4.300	4.050	4.050 ± 0.250

Period	Rate1	Rate2	Rate3	Rate (Ave ± SD)
(B) In 2× BB medium				
0–2	1.2835	1.2070	1.1997	1.2301 ± 0.0464
2–4	0.4851	0.4466	0.4742	0.4686 ± 0.0198
4–6	0.1822	0.2579	0.2508	0.2303 ± 0.0418
6–8	0.1547	0.0954	0.1376	0.1292 ± 0.0305
Average growth rate	0.515			
Maximum growth rate	1.230			

^a^CDW stands for cell try weight, repeat number is indicated.

^b^Ave and SD stand for average and standard deviation based on 3 repeats.

^c^Growth rate in an 2 days-period of 0–2 days, 2–4 days, 4–6 days, and 6–8 days was calculated using the formula $$ \sqrt[2]{CDW_{t2}/CDW_{t1}}- 1. $$

**Table 2:** Lipid and hydrocarbon contents are enhanced upon nitrogen deprivation in a subisolate of *Botryococcus* sp.

N-replete	Individual measurements			Average	% CDW^a^
CDW (g/L)	1.61	1.58	1.63	1.61 ± 0.03	
TL (g/L)	0.59	0.6	0.56	0.58 ± 0.02	36.0
HC (g/L)	0.30	0.36	0.28	0.31 ± 0.04	18.3

N-depleted	Individual measurements			Average	% CDW
CDW (g/L)	1.67	1.67	1.70	1.68 ± 0.02	
TL (g/L)	1.25	1.29	1.23	1.25 ± 0.03	74.4
HC (g/L)	0.87	0.84	0.92	0.87 ± 0.04	51.8

^a^CDW for cell dry weight.

To investigate whether ND treatment would enhance the lipid and/or hydrocarbon content, the log-phase cells were subjected to ND by replacing BB-N medium (or nitrogen-less BB medium) without altering the cell density. Three days after ND, cell density was slightly increased by 4 % of CDW (i.e., from 1.61 to 1.68 g/L). Nile red is a fluorescent hydrophobic probe that is commonly used for detection of cellular neutral lipid and hydrocarbon deposits [31]. Fluorescence microscopic analysis of Nile red-stained subisolate cells showed that many tiny lipid deposits were visible in cells prior to ND, which were likely composed of triacylglycerols or hydrocarbons or both (Fig. 1b). On the other hand, these tiny deposits were aggregated to form much large lipid droplets upon ND. This result suggests that contents of lipids (i.e., triacylglycerols or hydrocarbons or both) are enhanced by ND in this subisolate.

*Botryococcus* cells tended to form bundles, which made it unsuitable for FACS analysis to determine lipid contents in individual cells. Hence, we applied gravimetric method to estimate total lipid and hydrocarbon contents in cells prior to and after ND (see “Methods”). To this end, total lipid (i.e., extracted by methanol/chloroform) and hydrocarbon (i.e., extracted by hexane) contents were found to increase by 2.2-fold and 2.8-fold, respectively (see Table 2). This result indicated that the lipid and hydrocarbon contents in the subisolate were highly enhanced upon ND.

The methanol/chloroform extract or total lipid was subsequently subjected to thin-layer chromatographic analysis. Our results indicated that levels of triacylglyceride (TAG), diacylglyceride (DAG), free fatty acid (FFA), but not monoacylglyceride (MAG) were increased in the subisolate upon ND (Fig. 1c). These results indicated that the moderately growing subisolate’s neutral lipid accumulation was enhanced by ND.

### The subisolate belongs to the group of race A *B. braunii*

To investigate the phylogenic placement of this subisolate, we performed the 18S rDNA sequences-based phylogenetic analysis. For this reason, the 18S rDNA sequences were amplified using PCR with sequence-specific primers [32] (see “Methods”). Our result indicated that the subisolate was mostly related to the group of A race *B. braunii* spp. (Fig. 2a). It is known that A race *B. braunii* accumulates mainly the *n*-alkadiene and alkatriene [13], unlike B and L races of *B. braunii* that accumulate largely botryococcenes (or triterpenoids) and lycopadiene (or tetraterpenoids), respectively [14, 15].

**Fig. 2:**
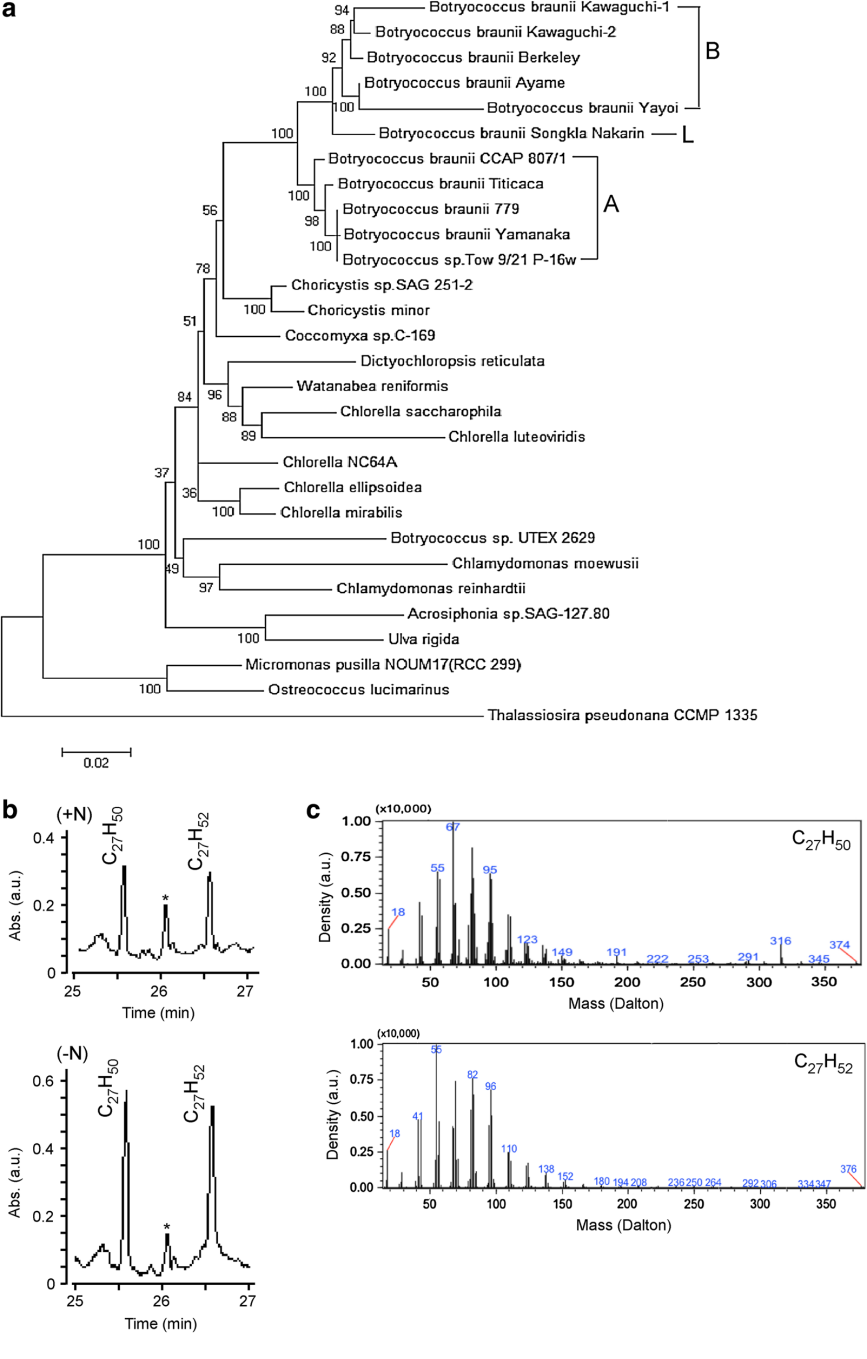
The subisolate belongs to the group of *Botryococcus braunii* race A. **a** Phylogenetic analysis of the subisolate with other *Botryococcus* spp. based on the 18S rDNA sequence. Groups of *Botryococcus* spp. race A, B, L are indicated. The subisolate of CCALA 779 in the phylogenetic tree is indicated. **b** GC spectrum of hydrocarbons extracted from cells of the subisolate prior to and after ND. X- and Y-axis indicate time in minute (min) and absorbance (abs) in arbitrary unit (a.u.). Compositions of hydrocarbon are indicated. The *asterisk* (*) indicates an unknown chemical species. **c** Mass spectra of the heptacosdiene C_27_H_52_ and heptacostriene C_27_H_50_. X- and Y-axis indicate mass in Dalton and density in arbitrary unit (a.u.), respectively.

To investigate whether the subisolate contained *n*-alkadiene and triene, the hexane extract was subjected to GC–MS analysis. To this end, heptacosdiene (C_27_H_52_) and heptacostriene (C_27_H_50_) were found to be the predominant composition in the hydrocarbon extract (Fig. 2b, c), supporting the 18S rDNA sequence-based phylogenetic analysis. Hence, we designated this subisolate as A race *B. braunii* 779. We found that the contents of total hydrocarbons (see Table 2), possibly including heptacosdiene and heptacostriene were increased upon ND in *B. braunii* 779.

### The de novo-assembled transcriptome of *B. braunii* 779 appears to mostly resemble that of *Coccomyxa subellipsoidea*

To investigate the transcriptomic change upon ND, we first wanted to assemble the *B. braunii* 779 transcriptome. For this reason, *B. braunii* 779 log-phase growing cells prior to and 3 days after ND were collected for total RNA extraction (see “Methods”). 

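The RNA-seq data comprised 4 samples of B. braunii 779, of which 2 were biological repeats of log-phase cells collected prior to ND and 2 were biological repeats collected 3 days after ND (n = 2 per condition). Cells were grown at 25 °C with 2% CO2 under 250 μmol photon m−2 s−1. The methods give 2× BB medium for the ND experiment, whereas the sample labels give BB medium at 1× strength, and the results also describe log-phase cells in 1× BB medium for the lipid measurements. Reads of 90 nt were trimmed and assembled de novo by the authors, since no genome of this strain was used. The supplemental methods name only replicate 1 of each condition as pooled for the assembly, whereas the results give all reads as pooled. Reads of all 4 samples were then aligned back to the non-redundant ESTs. The authors deposited, for every annotated EST and sample, the expected count estimated by RSEM, the FPKM, the TPM and the share of the isoform in its Trinity gene. The files hold 12292 ESTs, some of them isoforms of one Trinity gene. Every expected count was a whole number, and no EST had an FPKM of 0 in any sample. From there, the counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, without a filter on low counts and without a block for the replicate number. The cutoff was that of the paper, a fold change over 2 and an unadjusted p value under 0.05, and Benjamini-Hochberg adjusted p values are given beside it. Summed and averaged levels used the FPKM as deposited. ESTs of one Trinity gene share sequence, so the division of reads among such isoforms by RSEM is uncertain.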

The resulting total RNA samples were individually subjected to sequencing analysis using the Illumina HiSEQ 2000 platform (BGI). Over 27 million good reads with 90 nt in length were obtained from each sample. 

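The counts on annotated ESTs were fewer than the reads. They summed to 1266488 and 1624847 in replicates 1 and 2 prior to ND, and to 1213943 and 687585 in replicates 1 and 2 after ND. The ratio of count to FPKM gave 4842785 and 6500884 aligned fragments prior to ND and 4503672 and 3148296 after ND, of which the annotated ESTs held between 21.8% and 27.0%. The values below use these counts on annotated ESTs. The shallowest sample, replicate 2 after ND, had fewer than 10 counts in 39.4% of the ESTs, against 25.3% and 20.0% prior to ND and 11.4% in replicate 1 after ND. The 30 ESTs most abundant prior to ND took 18.1% and 32.2% of the counts in the prior-to-ND replicates, and 16.7% and 9.3% in the after-ND replicates. The TMM factors were 0.945 and 0.871 prior to ND and 1.23 and 0.985 after ND.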

All 55 million reads were pooled for de novo assembly of transcriptome using Trinity software [33] (see “Methods”).

We obtained 61,220 non-redundant ESTs based on the cutoff of identity <90 % (i.e., based on CD-Hit analysis), EST length >300 bps, and read count per EST >40. Annotation of the non-redundant ESTs was performed based on the best-hit proteins/genes generated by sequence homology comparison using the Basic Local Alignment Search Tool BLASTX suite (http://blast.ncbi.nlm.nih.gov) against the “best” proteins/genes in the comprehensively annotated genomes of 5 green microalgae *Coccomyxa subellipsoidea* [34], *Chlorella variabilis* [35], *Chlamydomonas reinhardtii* [36], *Micromonas pusilla* [37], and *Ostreococcus lucimarinus* [38] and a brown alga *Thalassiosira pseudonana* [39] with a cutoff expectation value of 1E−07 (see “Methods”). To this end, a total of 12,292 (20.1 %) of the non-redundant ESTs in *B. braunii* 779 were shown to have best-hits (i.e., e value <1.0E−07) (for a complete list of annotated ESTs, see Additional file 1: Table S1). We found that majority (~70 %) of the best-hits in *B. braunii* 779 were derived from *C. subellipsoidea*, suggesting that the transcriptome of *B. braunii* 779 is most closely related to that of *C. subellipsoidea* (Fig. 3a). This observation was supported by the result of the 18S rDNA sequence-based phylogenetic analysis (see Fig. 2a).

**Fig. 3:**
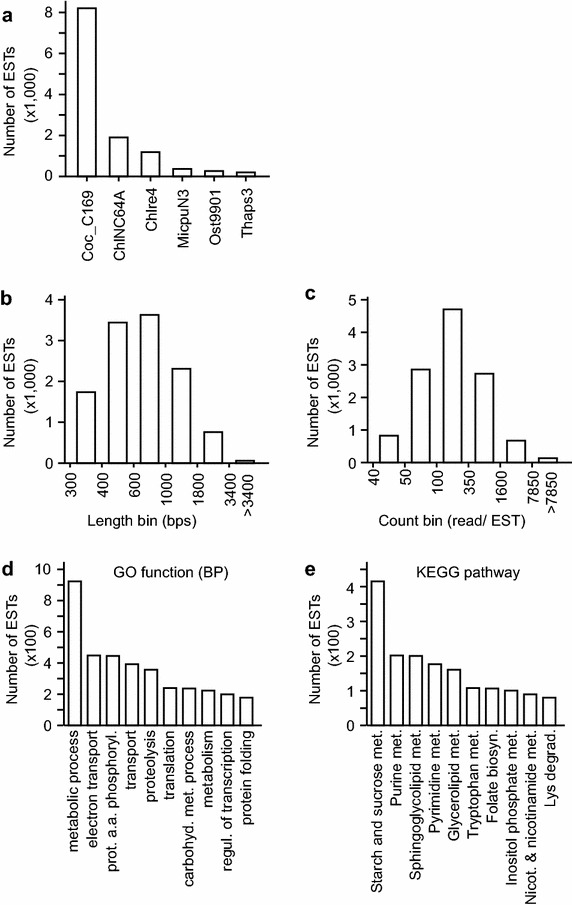
Characteristics of the de novo-assembled *B. braunii* 779 transcriptome. **a** Distribution of number of best-hits derived from the genome of various algal species. X- and Y-axis indicate the genome of algal species used and the number of ESTs in *B. braunii* 779. **b** Length and **c** count distribution of the 21,292 annotated ESTs in *B. braunii* 779. X- and Y-axis indicate the EST length (*left panel*) and count (*right panel*) and number of ESTs, respectively. **d** Ten GO biological process categories associated with the most number of ESTs in the transcriptome of *B. braunii* 799. **e** Ten KEGG pathways associated with the most number of ESTs in the transcriptome of *B. braunii* 799.

The 12,292 annotated ESTs in the transcriptome of *B. braunii* 779 were subjected to functional analysis in this study. The length of these ESTs was ranged from 301 bps to 8,268 bps with the median length of 663 bps (Fig. 3b). 

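In the files, the 12292 annotated ESTs were between 301 and 8736 nt long, and their median length was 711 nt. The authors' RSEM tables give the same length for each EST in all 4 samples.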

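Summed over the 4 samples, the expected count per EST ranged from 10 to 145677 with a median of 96. A summed count under 42 was found for 2446 ESTs, or 19.9%. Within single samples the median count per EST was 21 and 27 prior to ND, and 28 and 13 after ND, so that a large part of the ESTs was measured with few reads.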

The read count per EST was ranged from 42 to 182,192 with the median of 174. Of the 12,292 ESTs, 8,888 were found to be associated with at least one gene-ontology (GO) function. A total of 539 GO functions in Biological Process, 171 functions in Cellular Component, and 1,549 functions in Molecular Function associated to the *B. braunii* 779 transcriptome (for a complete list of EST-associated GO functions, see Additional file 2: Table S2). Ten GO biological processes associated with the most number of ESTs are listed in Fig. 3d (for top 10 CC and MF, see Additional file 3: Figure S1).

Subsequently we found that 3,386 out of the 12,292 ESTs were associated with at least one KEGG ortholog. The metabolic pathways associated with the most number of ESTs are shown in Fig. 3e (for a complete list of EST-associated pathways, see Additional file 4: Table S3). Richness of the GO and KO (KEGG ortholog) annotation of the transcriptome allowed performing pathway-based transcriptional analysis (see “Methods”).

### Majority of the ESTs in the previously reported A race, but not B race transcriptome of *B. braunii* are found in the transcriptome of *B. braunii* 779

To compare the similarity of the *B. braunii* 779 transcriptome with the previously reported transcriptomes of A race *B. braunii* Bot-88 and B race *B. braunii* Showas, Bot-70, and Bot-22, we first processed the datasets as did for the *B. braunii* 779 by removing any ESTs/cDNAs/contigs (for consistency, we use ESTs) whose length was less than 300nts and CD-Hit identity was 90 % or greater in the transcriptomes of *B. braunii* Bot-88, Showa, Bot-70, and Bot-22 [21, 23–25, 35]. To this end, we obtained sets of 8,302, 38,920, 1,665, and 6,848 ESTs in transcriptomes of *B. braunii* Bot-88, Showa, Bot-70, and Bot-22, respectively. The processed transcriptomes were subjected to BLASTN analysis (http://blast.ncib.nlm.nih.gov) against the transcriptome of *B. braunii* 779. Based on a cutoff of e value 1E−05, we found that, compared to others, the A race *B. braunii* Bot-88 transcriptome shared the highest percentage of ESTs to that of *B. braunii* 779 (Fig. 4a, for a complete list of homologous ESTs, see Additional file 5: Tables S4–S7).

**Fig. 4:**
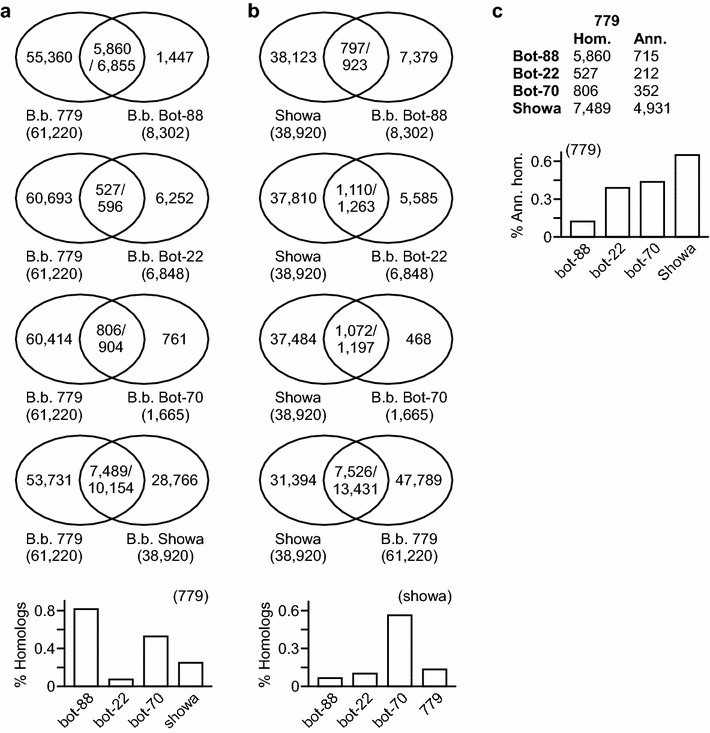
Highest level of similarities is found between transcriptomes of the same race *B. braunii* strains. **a** Highest level of similarity is observed between transcriptomes of *B. braunii* Bot-88 and 779. Venn diagrams show the homologous ESTs between the query transcriptome (e.g., Bot-88, Bot-22, Bot-70, or Showa) and the subject transcriptome 779. Percent of homologous ESTs in query transcriptomes is shown at the *bottom*. **b** Highest level of similarity is found between the query transcriptomes of *B. braunii* Showa and Bot-70. Percent of homologous ESTs in query transcriptomes is shown at the *bottom*. **c** Lowest percentage of the known sequences is found in the homologous ESTs between *B. braunii* 779 and Bot-88. Number of all homologous (Hom.) ESTs and annotated (Ann.) ESTs between *B. braunii* 779 and other transcriptomes are listed on the upper panel. A *bar plot* at *bottom* shows the percent of annotated ESTs in various sets of homologous ESTs in *upper panel.*

Among the 3 published B race *B. braunii* transcriptomes, Showa had the most completed transcriptome [21, 23, 25]. Hence, the Showa transcriptome was used as reference for B race *B. braunii* transcriptome. Sequences of *B. braunii* Bot-88, Bot-22, Bot-70, and 779 transcriptomes were subjected to homology analysis using BLASTN against that of *B. braunii* Showa. With a cutoff of e value 1E−05, we found that, among others, the B race *B. braunii* Bot-70 shared the highest percentage of ESTs to that of *B. braunii* Showa (Fig. 4b, for a complete list of homologous ESTs, see Additional file 6: Tables S8–S11). It was noted that majority (i.e., ~75 %) of transcriptomes between *B. braunii* A race 779 and B race Showa were found to be different, implying that A and B races belong to different sub-species of *B. braunii*.

Of the 5,860 *B. braunii* 779 ESTs that shared homolog to A race *B. braunii* Bot-88, we noted that only 715 (or 12.2 %) had best-hit in the “best” proteins of the 6 comprehensively annotated genomes (Fig. 4c). On the other hand, 40–60 % of the *B. braunii* 779 sheared homologous ESTs to the B races appeared to have functional annotations. 

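Of the 779 ESTs listed as homologs of B race Bot-22 at an e value cutoff of 1e-05, 212 of 527 were among the annotated ESTs of the files, a share of 40.2% (95% Wilson interval 36.1 to 44.5). For B race Bot-70, 352 of 806 were annotated, a share of 43.7% (95% Wilson interval 40.3 to 47.1), and the intervals of both strains overlapped. With a stricter e value cutoff of 1e-20, the share was 43.8% for Bot-22 and 44.7% for Bot-70. For Showa and for A race Bot-88 only the first part of each homolog list was analysed here. In these parts 1232 of 1892 homologs, or 65.1%, were annotated for Showa and 346 of 1817, or 19.0%, for Bot-88. A first part need not represent its complete list, so these shares are not set beside those of the paper. The paper contrasts such shares in the B races with the lower share in Bot-88 and reasons that unannotated ESTs might be specific to A race strains.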

This result implied that many ESTs in *B. braunii* 779 or Bot-88 without a best-hit in the 6 selected genomes might represent novel genes specific to A race *B. braunii* species.

### ESTs associated with energy metabolisms are abundantly expressed in the log-phase *B. braunii* 779 cells

Individual EST levels were normalized to FPKM (i.e., Fragments Per Kilobase of EST per Million fragments mapped) and averaged from two biological repeated experiments for functional analysis of the transcriptome. 

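Ranked by average FPKM of both prior-to-ND replicates, the 30 most abundant ESTs included 21 light-harvesting ESTs from 13 Trinity genes. With 36 light-harvesting ESTs among the 12292 annotated ESTs, this is a 239-fold enrichment (binomial p = 8.8e-47). The ESTs are not independent in this test, because isoforms of one gene share reads. The most abundant was c72167_g1_i4, at 8766 and 16177 FPKM in replicates 1 and 2 prior to ND. It was followed by c72167_g1_i8, an isoform of the same gene, at 4508 and 15555 FPKM, and by c72102_g4_i5 at 3925 and 10314 FPKM. In all 3 ESTs replicate 2 had the higher level. When replicate 2 was left out, 17 light-harvesting ESTs remained in the top 30, and when ranked by FPKM after ND there were 16.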

Based on association with GO functions, we found that, of the top 30 most abundant ESTs ranked by level, 21 were associated with photosynthesis function (or light harvesting, GO:0009765) that was greatly enriched (i.e., 239-fold increase, *p* value <1E−26). 

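The top 30 ESTs also held 3 glycolysis ESTs, encoding fructose-bisphosphate aldolase, enolase and glyceraldehyde 3-phosphate dehydrogenase, and 5 translation ESTs. Against 60 glycolysis ESTs in the transcriptome the enrichment was 20.5-fold (binomial p = 4.3e-04). Against 311 translation ESTs it was 6.59-fold (binomial p = 8.7e-04). The summed level of the 3 glycolysis ESTs was 3549 ± 121 FPKM prior to ND (SD, n = 2), so that these ESTs varied less between replicates than the light-harvesting ESTs.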

Besides, glycolysis (i.e., GO:0006096) and translation (i.e., GO:0006412) were also enriched by 20-fold and sixfold (i.e., *p* value = 4.3E−03 and 8.7E−03), respectively (Table 3).

**Table 3:** List of the top 30 most abundant ESTs in log-phase *B. braunii* 779 cells

Rk^a^	EST_ID^b^	BH_ID^c^	FPKM^d^	Description^e^
1	c72167_g1_i4	ChlNC64A_1|59790	12,471.445	Photosynthesis, light harvesting
2	c72167_g1_i8	Coc_C169_1|58975	10,031.55	Photosynthesis, light harvesting
3	c72102_g4_i5	Coc_C169_1|27246	7,119.695	Photosynthesis, light harvesting
4	c72167_g1_i2	Coc_C169_1|58975	6,831.27	Photosynthesis, light harvesting
5	c72167_g1_i6	Coc_C169_1|27246	6,731.515	Photosynthesis, light harvesting
6	c72102_g4_i4	Coc_C169_1|58975	4,540.985	Photosynthesis, light harvesting
7	c72167_g1_i7	Coc_C169_1|27246	3,366.845	Photosynthesis, light harvesting
8	c72102_g4_i1	Coc_C169_1|58975	2,639.815	Photosynthesis, light harvesting
9	c68174_g2_i1	Coc_C169_1|30477	2,360.575	60S ribosomal protein L23
10	c68658_g2_i1	Coc_C169_1|35121	2,110.295	Photosynthesis, light harvesting
11	c57826_g1_i1	Coc_C169_1|44136	1,790.37	Photosynthesis, light harvesting
12	c58876_g1_i1	Coc_C169_1|28488	1,713.8	Photosynthesis, light harvesting
13	c54674_g1_i1	Coc_C169_1|64185	1,710.555	Photosynthesis, light harvesting
14	c72326_g1_i2	Coc_C169_1|67011	1,573.705	Photosynthesis, light harvesting
15	c72522_g1_i1	Coc_C169_1|34109	1,538.055	Fructose-biphosphate aldolase
16	c70416_g1_i1	Coc_C169_1|27513	1,432.875	Translation elongation factor EF-1
17	c65010_g1_i1	Coc_C169_1|19247	1,314.1	Photosynthesis, light harvesting
18	c62135_g1_i1	Chlre4|184775	1,184.59	Photosynthesis, light harvesting
19	c72592_g1_i1	Coc_C169_1|35576	1,170.825	Enolase
20	c71666_g1_i1	Chlre4|140045	1,082.22	Ubiquitin and ubiquitin-like proteins
21	c58350_g1_i1	Coc_C169_1|28397	1,073.435	60S ribosomal protein L35
22	c72102_g5_i1	Coc_C169_1|28488	977.63	Photosynthesis, light harvesting
23	c70207_g1_i2	ChlNC64A_1|59626	859.85	Photosynthesis, light harvesting
24	c70122_g2_i2	Coc_C169_1|53355	839.985	Glyceraldehyde 3-phosphate dehydrogenase
25	c69841_g1_i1	Coc_C169_1|25284	823.07	Photosynthesis, light harvesting
26	c69841_g1_i3	Coc_C169_1|25284	818.15	Photosynthesis, light harvesting
27	c57090_g1_i1	Coc_C169_1|26429	790.785	60S ribosomal protein L44
28	c68918_g1_i1	Coc_C169_1|37969	772.455	Photosynthesis, light harvesting
29	c61023_g1_i1	Coc_C169_1|34169	689.075	60S ribosomal protein L30
30	c68918_g1_i2	Coc_C169_1|37969	676.53	Photosynthesis, light harvesting

^a^Rk stands for rank based on average level of FPKM.

^b^EST_ID for ID of the *B. braunii* 779 ESTs.

^c^BH_ID for EST’s best-hit consistent of species and protein ID.

^d^FPKM for average level of individual ESTs.

^e^Description is based on GO annotations.

We assumed that a subset of ESTs in a pathway displaying a similar expression level (i.e., based on ranks) or expression coherence was likely to be co-regulated by a common transcriptional regulatory network. To search for potentially co-regulated transcriptional networks, we performed the sliding window analysis using a window size of 1024 ESTs and a moving step of 512 ESTs along the sorted ESTs based on rank by level (see “Methods”). According to 44 GO biological processes and 59 KEGG metabolic pathways (i.e., number of process- or pathway-associated EST >30), we found that 2 biological processes (i.e., photosynthesis and translation) and 5 metabolic pathways (i.e., TCA cycle, glycolysis/gluconeogenesis, pentose phosphate pathway, pyruvate metabolism, and carbon fixation) whose ESTs were enriched in 1 of the 23 windows alone the sorted ESTs based on rank by level (Fig. 5). Photosynthesis and translation processes and glycolysis/gluconeogenesis, pyruvate metabolism and carbon fixation pathways were enriched in the window containing the highest ranked ESTs or in window 1 (i.e., fold change >2, *p* value <0.05 after Bonferroni correction [40, 41]). Similar to translation, ribosome component-encoding ESTs were also enriched in window 1 (i.e., fold change >2, p value <0.05 after Bonferroni correction). On the other hand, ESTs associated with the TCA cycle and pentose phosphate pathway were enriched the window containing the least abundant ESTs or in window 23 (i.e., fold change >2, p value <0.05 after Bonferroni correction). Photosynthesis (or light harvesting) and carbon fixation were essential for cell growth under photoautotrophic conditions. 

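The summed level of the 21 light-harvesting ESTs prior to ND was 70058 ± 31256 FPKM (SD, n = 2), or 26.0% of the summed FPKM of all annotated ESTs. The replicates differed in this sum, with 47957 FPKM in replicate 1 and 92160 FPKM in replicate 2. The 4 ribosomal protein ESTs of Table 3 held 1.82% of the summed FPKM. From the abundance of such ESTs, the paper reasons that energy metabolism was not what limited growth and that much of the energy went to lipid and hydrocarbon synthesis.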

High-level expression of these functions in log-phase *B. braunii* cells indicated that the slow growth was not a result of inefficient energy metabolisms, rather than its devoting major portion of its energy flow to the lipid and hydrocarbon synthesis.

**Fig. 5:**
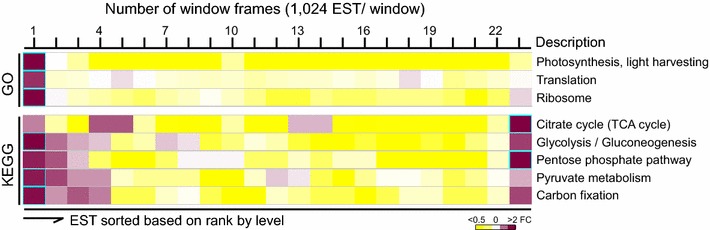
Subsets of ESTs in a number of GO biological processes and KEGG metabolic pathways are most abundantly transcribed in log-phase *B. braunii* 779 cells. Distribution of ESTs associated with 3 GO functions and 5 pathways based on ranks by level is shown. The ratio between EST density in a window and background is indicated by color (see *color* *key* at the *bottom*). Windows with significantly enriched ESTs associated with individual pathways are *boxed* (i.e., fold change >2, p value <0.05 after Bonferroni correction). *Number of windows* is indicated at the *top*.

### ESTs encoding photosynthesis and ribosome functions are down-regulated upon ND in *B. braunii* 779

To investigate changes of transcriptional activities upon ND, levels of individual ESTs after ND were compared with those prior to ND. 

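Levels were compared between the conditions with the spread between replicates in view. Across ESTs, the Spearman correlation of FPKM was 0.442 between the prior-to-ND replicates and 0.738 between the after-ND replicates. Replicate 2 prior to ND and replicate 1 after ND, which are of different conditions, had a correlation of 0.619. ESTs are not independent replicates, and these values describe only how alike the samples were. The median absolute log2 ratio per EST was 0.880 between the prior-to-ND replicates and 0.709 between the after-ND replicates, against 0.514 between the averages of the conditions. For the typical EST, the change upon ND was therefore within the spread between replicates.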

We assumed that if a subset of ESTs associated with a pathway was enriched within a window of 1024 ESTs ranked by ratio (i.e., fold change >2, p value <0.05 after Bonferroni correction), the subset of ESTs was potentially co-regulated by a common transcription regulatory network in response to ND. Using the sliding window approach along the sorted ESTs based on rank by ratio, we found that subsets of ESTs associated with 3 GO biological processes (i.e., carbohydrate metabolism, glycolysis, and photosynthesis) and 6 KEGG metabolic pathways (i.e., tyrosine metabolism, fluorene degradation, TCA cycle, glycolysis/gluconeogenesis, pentose phosphate pathway, carbon fixation) plus ribosome subunit were enriched in one of the 23 sliding windows (Fig. 6a).

**Fig. 6:**
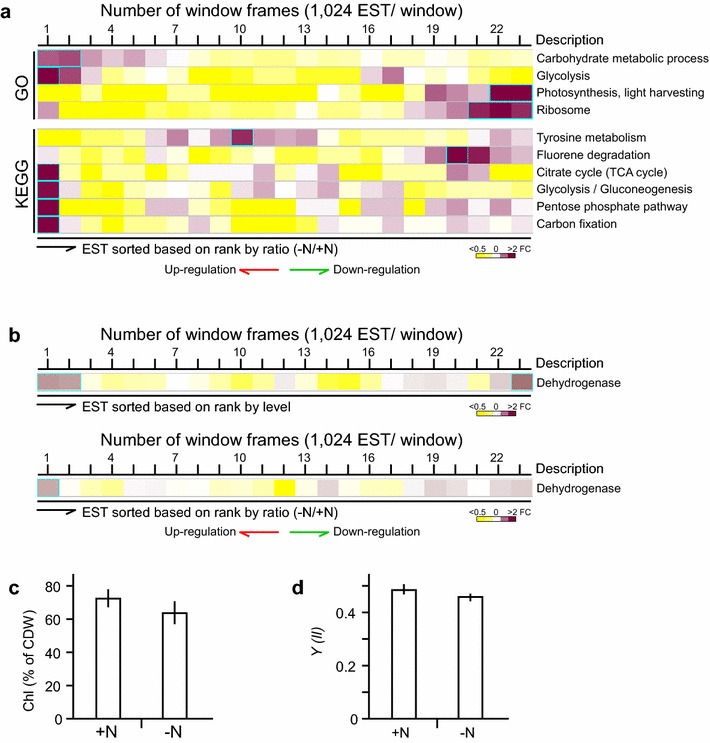
Subsets of ESTs in a number of processes and pathways are most up-regulated and down-regulated upon ND in *B. braunii* 779 cells. **a** Distribution of ESTs associated with 4 GO functions and 6 KEGG pathways based on ranks by ratio. **b** Distribution of ESTs associated with unspecific dehydrogenase based on ranks by level (*upper panel*) and ratio (*lower panel*). The display is identical to Fig. 5. **c** Levels of chlorophyll content. The *bar* *plot* shows the average level of chlorophyll contents in cells prior to (+N) and after (−N) ND. *Error bar* is derived from triplicates. **d** Efficiency of quantum yield of photosystem II. The *bar plot* shows the average level of efficiency of quantum yield (*Y*) of photosystem II in cells prior (+N) to and after (−N) ND.

We found that subsets of ESTs associated with carbohydrate metabolism and glycolysis processes or TCA cycle, glycolysis/gluconeogenesis, pentose phosphate pathway, and carbon fixation metabolic pathways were enriched in the top most up-regulated window (see Fig. 6a). 

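The complete pathway annotation of the ESTs was not analysed here, so the windows of Fig. 6a could not be drawn, and the pathways were examined among the up-regulated ESTs with annotation in Table S12. Of the 625 up-regulated ESTs, 14 were annotated to glycolysis/gluconeogenesis, a 3.28-fold enrichment over the 84 ESTs of this pathway in the transcriptome (binomial p = 1.4e-04, Benjamini-Hochberg adjusted p = 1.7e-04 over 5 pathways). The TCA cycle held 10 (5.62-fold, adjusted p = 2.8e-05), the pentose phosphate pathway 13 (5.56-fold, adjusted p = 2.7e-06) and carbon fixation 17 (4.40-fold, adjusted p = 2.7e-06). Up-regulated ESTs absent from Table S12 were counted as unannotated. Down-regulated ESTs of Table S12 numbered 3 in carbon fixation and 0 in the other pathways named. The 195 down-regulated ESTs absent from that list could not be assigned to pathways. The filter on low counts gave the lowest values of these pathways, but it was applied to the up-regulated ESTs only, and the background stayed all ESTs. With at least 10 counts in every sample, the enrichment was 0.524-fold for glycolysis/gluconeogenesis, 0 for the TCA cycle and the pentose phosphate pathway, and 1.74-fold for carbon fixation. Leaving out one sample at a time gave from 1.48-fold to 5.85-fold for glycolysis/gluconeogenesis and from 2.28-fold to 10.9-fold for the TCA cycle. For the pentose phosphate pathway it gave from 2.48-fold to 11.9-fold, and for carbon fixation from 1.87-fold to 7.91-fold. The lowest of these values came without a prior-to-ND replicate and the highest without replicate 2 after ND. The share of up-regulated ESTs that are in Table S12 was also lowest and highest in these fits. Only ESTs of Table S12 could count for a pathway, so these ranges follow the annotation in part and not the samples alone. The paper takes the up-regulation of these pathways as puzzling under growth arrest and turns to the demand for reducing power.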

This was puzzling because cell growth would be arrested upon ND. However, it was proposed that ND induced oxidative stress that in turn triggered reconfiguration of metabolic flux to provide the reducing power for the main cellular redox systems [42, 43]. Hence, we hypothesized that the up-regulation of citrate cycle, glycolysis/gluconeogenesis, pentose phosphate pathway, and carbon fixation metabolisms was a result of reconfiguration of carbohydrate metabolisms for production of reducing power upon ND.

To test this possibility, we investigated all ESTs that were associated with unspecific dehydrogenase activity based on annotation of “dehydrogenase”. We found that unspecific dehydrogenase ESTs were enriched in 20 metabolisms (i.e., fold change >2, p value <0.05) including citrate cycle, glycolysis/gluconeogenesis, pentose phosphate pathway, and carbon fixation metabolisms. 

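In the part of Table S1 analysed here, which lists 1218 of the ESTs in order of e value, 22 were annotated as dehydrogenase. Their median log2 ratio of FPKM after to prior to ND was 0.665, against 0.290 for the other 1196 ESTs. The difference of 0.375 was not past the threshold (permutation test, p = 0.106), and 16 of the 22 ESTs were higher after ND. The difference passed the threshold without replicate 1 prior to ND (1.32, permutation test, p = 2.4e-04) and without replicate 2 after ND (0.507, permutation test, p = 0.0365). Among ESTs with an average of at least 5 FPKM prior to ND it was 0.195 (permutation test, p = 0.400). In Table S12, 43 of the dehydrogenase ESTs were up-regulated and 12 were down-regulated by the test used here. The other ESTs of that list numbered 530 and 104. Against the down-regulated ESTs, dehydrogenase ESTs were therefore not in excess among the up-regulated ones (odds ratio 0.703, Fisher's exact test, p = 0.346). Dehydrogenase ESTs made up 7.50% of the up-regulated ESTs of that list and 1.81% of the part of Table S1. Within that part, by a comparison chosen after the values were seen, 8 of the 22 dehydrogenase ESTs were up-regulated (36.4%), against 95 of the other 1196 (7.94%; Fisher's exact test, p = 2.4e-04), and 0 were down-regulated. The share was higher than that of the other ESTs in every fit. In the fits of all 4 samples, Fisher's exact p was under 0.05 except with at least 10 counts in every sample (1 of 22 against 29 of 1196, p = 0.425). In that fit the ESTs removed by the filter stayed in the denominators, so it does not test the share. From the rank of dehydrogenase ESTs by ratio in Fig. 6b, the paper concludes that they were up-regulated upon ND.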

ESTs associated with unspecific dehydrogenase were found to be up-regulated upon ND (i.e., fold change >1.5, p value <0.05 after Bonferroni correction) (Fig. 6b). This result implied that up-regulation of the unspecific dehydrogenase-enriched metabolisms such as citrate cycle, glycolysis/gluconeogenesis, pentose phosphate pathway, and carbon fixation is likely a result of reconfiguration of metabolic flux to provide the reducing power for the main cellular redox systems.

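Of the 21 light-harvesting ESTs of Table 3, 20 had a lower average FPKM after ND, with log2 ratios from -1.46 to 0.118 and a median of -1.01. Ranked by ratio, 12 of the 21 fell in the window of the 1024 most decreased ESTs. Of these ESTs, 11 passed the cutoff for down-regulation in edgeR's quasi-likelihood test, and the smallest Benjamini-Hochberg adjusted p was 0.489 (0.435 in edgeR's exact test and 0.395 in DESeq2). Only 7 of the 21 were lower in both after-ND replicates than in both prior-to-ND replicates. The 4 ribosomal protein ESTs of Table 3 had log2 ratios from -1.54 to -0.574, and 3 of them passed the cutoff for down-regulation. Of these 4, 0 are in Table S12. The transcriptome held 140 ribosomal ESTs. Outside Table 3, the 10 ribosomal ESTs in the part of Table S1 analysed here had a median log2 ratio of 0.268, against 0.292 for other ESTs (difference -0.0238, permutation test, p = 0.941). Of these 10, 3 were up-regulated and 0 down-regulated. Among the ribosomal ESTs of Table S12, which lists changed ESTs only, 16 were up-regulated and 3 down-regulated, against 573 and 116 of the whole list. The paper places photosynthesis and ribosome ESTs in the most down-regulated windows.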

We found that ESTs encoding photosynthesis (or light harvesting) and ribosome functions were enriched in the most down-regulated windows (i.e., ranked at bottom by ratio) (see Fig. 6a). It was proposed that excess proteins involved in light harvesting and protein synthesis were used as nitrogen-rich molecules to recycle nitrogen during ND [22]. To test this possibility, we measured chlorophyll content and photosynthetic yield in cells prior to and after ND. 

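The summed level of the 21 light-harvesting ESTs was 70058 ± 31256 FPKM prior to ND and 33309 ± 21410 FPKM after ND (SD, n = 2 each), a log2 change of -1.07. The sums were 47957 and 92160 FPKM in replicates 1 and 2 prior to ND and 48448 and 18170 FPKM in replicates 1 and 2 after ND. Between the replicates numbered 1 the log2 change was 0.0147, and between those numbered 2 it was -2.34. The sums of the conditions overlapped, since replicate 1 after ND lay above replicate 1 prior to ND. An exact permutation test gave p = 0.667, and 2 samples against 2 cannot give a p below 0.3333. Leaving out one sample at a time gave log2 changes from -1.95 to -0.526. The 4 ribosomal protein ESTs of Table 3 summed to 4914 ± 796 FPKM prior to ND and 2683 ± 1496 FPKM after ND (SD, n = 2 each), a log2 change of -0.873 with both after-ND sums below both prior-to-ND sums (exact permutation test, p = 0.3333, the smallest this design allows). The paper sets the lower transcript levels beside chlorophyll content and photosynthetic yield, and reasons that excess transcripts were recycled for nitrogen.

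**Figure D1:**
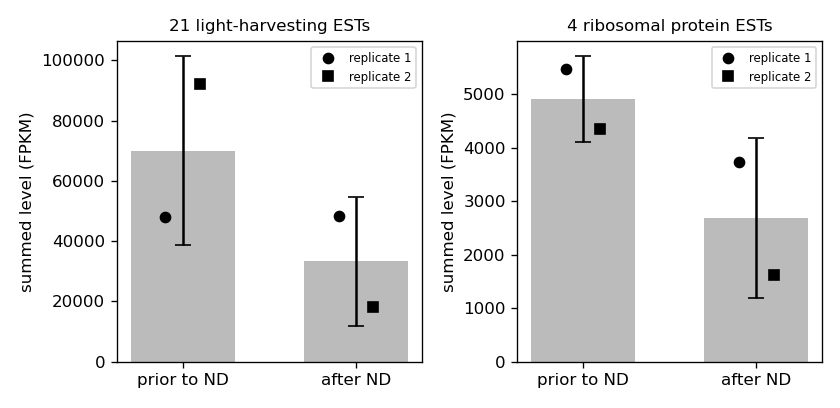
Summed FPKM of the 21 light-harvesting ESTs (left) and the 4 ribosomal protein ESTs of Table 3 (right) prior to and after ND. Bars are means of 2 replicates, error bars are SD, and points are single samples. Replicate 1 prior to ND (47957 FPKM) and replicate 1 after ND (48448 FPKM) have nearly equal light-harvesting sums.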

Although transcription level of ESTs associated with light harvesting and ribosome function was dramatically down-regulated, the level of chlorophyll and photosynthetic yield was only marginally affected (Fig. 6c, d). This result implied that excess transcripts encoding photosynthesis function and ribosomes were recycled for nitrogen hardly affecting the photosynthetic efficiency upon ND in *B. braunii* 779.

### Up- and down-regulated ESTs induced by ND appear to be low- and high-abundant ESTs in log-phase *B. braunii* 779 cells, respectively

Based on the duplicate, read count per EST was estimated by RSEM [44] and subsequently the differential expression level was determined using EdgeR [45]. 

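With edgeR's quasi-likelihood test on all 12292 ESTs, 625 ESTs were up-regulated and 311 down-regulated upon ND at a fold change over 2 and an unadjusted p value under 0.05. Of the ESTs in Table S12, 573 up-regulated and 116 down-regulated ones were among them. After Benjamini-Hochberg adjustment over all ESTs, 0 were up-regulated and 0 down-regulated, and the smallest adjusted p was 0.147. At this p value cutoff, 615 ESTs would pass by chance alone if no EST changed, and 936 passed. Both after-ND levels lay above both prior-to-ND levels in 620 of the 625 up-regulated ESTs, and below them in 257 of the 311 down-regulated ESTs. With edgeR's exact test the numbers were 628 and 286, of which 218 and 13 remained after adjustment. With the replicate number as a block, a pairing taken from the sample labels, 578 ESTs were up-regulated and 174 down-regulated, and 129 and 1 remained after adjustment. Samples with the same replicate number did not deviate together, since the correlation of their deviations across ESTs was -0.0850. Among ESTs with at least 10 counts in every sample, 279 were up-regulated and 172 down-regulated. With library size only, that is without TMM, the numbers were 877 and 125. A fit that leaves out a sample has 1 sample in one group, so its spread comes from the other group alone. Its number of calls reflects this loss of replication as well as the sample left out. Leaving out one sample at a time gave from 225 to 1385 up-regulated and from 81 to 1092 down-regulated ESTs.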

To this end, we obtained 593 and 116 differentially up- and down-regulated ESTs in response to ND in *B. braunii* 779, respectively, based on a cutoff of fold change >2 and p value <0.05 (see “Methods”, for a complete list of differentially transcribed ESTs, see Additional file 7: Table S12). 

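The 25 ESTs of Table 4 were also the 25 largest increases here, with log2 fold changes from 6.52 to 11.9, and 24 of the 25 ESTs of Table 5 were among the 25 largest decreases, from -4.64 to -2.97. The largest increase was that of c39922_g1_i1, annotated as ammonia permease, at 0.39 and 0.49 FPKM prior to ND and 399 and 2994 FPKM after ND. Its log2 fold change was 11.9 (standard error 1.43, adjusted p = 0.147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next were c63389_g1_i3 (glutamine synthetase, log2 fold change 10.4), c9966_g1_i1 (oxidoreductase, 10.2), c27174_g1_i1 (glycogen phosphorylase, 9.42) and c60040_g1_i1 (pyruvate kinase, 9.31), each with an adjusted p of 0.177 from the same test. In edgeR's exact test the adjusted p was 3.5e-11 for c39922_g1_i1 and from 1.2e-06 to 3.4e-06 for the next 4, and in DESeq2 it was 1.6e-25 and from 1.3e-12 to 3.1e-10. All 25 ESTs of Table 4 were higher in replicate 2 than in replicate 1 after ND, by a median log2 ratio of 3.58, and 21 had fewer than 10 counts in both prior-to-ND samples. Both after-ND levels lay below both prior-to-ND levels in 16 of the 25 ESTs of Table 5. The first of that table, c73365_g3_i6, was at 71.6 and 0.21 FPKM prior to ND and 1.63 and 1.49 FPKM after ND (log2 fold change -4.64, standard error 1.70, adjusted p = 0.544 from edgeR's quasi-likelihood test, 0.130 from its exact test and 0.816 from DESeq2). The next were c54903_g1_i1 (log2 fold change -4.49), c72890_g1_i2 (-4.26), c69499_g1_i5 (-4.26) and c66708_g1_i4 (-4.21), with adjusted p values of 0.0362, 0.0362, 0.0969 and 0.0041 in edgeR's exact test. Among decreases seen in every pair of samples, the largest after c54903_g1_i1 and c66708_g1_i4 were those of c72757_g1_i1, an isocitrate lyase at 571 and 50.0 FPKM prior to and 34.0 and 22.1 FPKM after ND, c32919_g1_i2 (aspartate aminotransferase, log2 fold change -3.58) and c66635_g1_i1 (-3.54). Without replicate 1 prior to ND, the changes of c73365_g3_i6 and c69499_g1_i5 turned to increases of 2.52 and 1.177 on the log2 scale. The decreases of c54903_g1_i1, c72890_g1_i2, c72757_g1_i1 and c66635_g1_i1 shrank to -1.27, -0.305, -1.13 and -1.58. Those of c32919_g1_i2 and c66708_g1_i4 held, at -3.29 and -4.99.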

Lists of the top 25 up-regulated and down-regulated ESTs are shown in Tables 4 and 5. 

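With 12288 ESTs ranked by average FPKM prior to ND, window 23, which holds the 1024 least abundant ESTs, contained 344 of the up-regulated ESTs, 6.60 times the background (binomial p = 8.7e-177 after Bonferroni correction by a factor of 105). Window 22 contained 120 of them, 2.304 times the background (binomial p = 5.9e-15 after the same correction over all 1024 ESTs of the window), and no other window passed the cutoff. The levels in window 23 ranged from 0.165 to 3.31 FPKM. Up-regulated ESTs had a median of 2.90 FPKM prior to ND, against 8.96 FPKM for all ESTs. The rank and the change share the prior-to-ND values. On leaving out one sample at a time, the fold in window 23 lay between 5.16 and 10.3. The paper reports from Fig. 7 that many up-regulated ESTs appeared to be among the least abundant prior to ND.

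**Figure D2:**
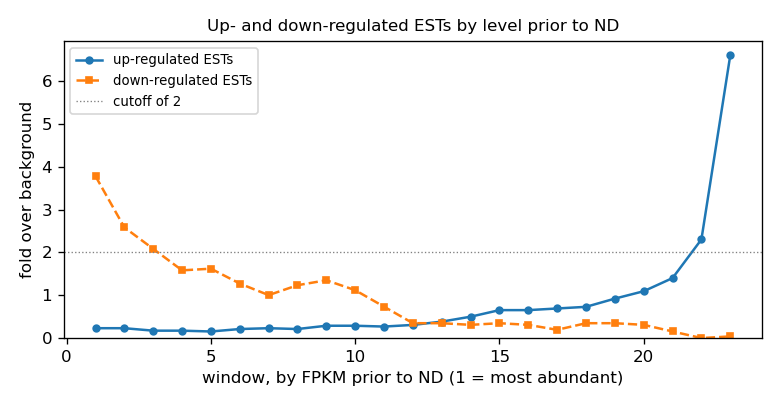
Fold over background of up- and down-regulated ESTs in 23 windows of 1024 ESTs, ordered by FPKM prior to ND from most (window 1) to least abundant (window 23). Points joined by lines are single windows and the dotted line is the cutoff of 2. Up-regulated ESTs reach 6.60 in window 23 and down-regulated ESTs 3.78 in window 1.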

We found that many up-regulated ESTs upon ND (i.e., fold change >2, p value <0.05) appeared to be the least abundant ESTs prior to ND (Fig. 7). 

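All 7 nitrogen metabolism ESTs of Table 4 were among the 25 largest increases here, with log2 fold changes from 6.70 to 11.9. Besides the ammonia permease c39922_g1_i1, they were the glutamine synthetase ESTs c63389_g1_i3 and c90800_g1_i1 and the glutamate synthase ESTs c67134_g2_i2, c70762_g1_i7, c59003_g1_i1 and c61180_g1_i2. The most abundant after ND was c90800_g1_i1, at 2.17 and 6.55 FPKM prior to ND and 407 and 4943 FPKM after ND (log2 fold change 9.29, standard error 1.49, adjusted p = 0.177 from edgeR's quasi-likelihood test, 1.2e-06 from its exact test and 4.7e-15 from DESeq2, with Benjamini-Hochberg adjustment). The glutamate synthase ESTs had log2 fold changes of 7.86, 7.47, 7.26 and 6.70 in the order given, with adjusted p values from 5.5e-05 to 0.0013 in edgeR's exact test. For the nitrogen metabolism pathway as a whole, 7 up-regulated and 2 down-regulated ESTs of Table S12 were counted out of 42 in the transcriptome, a 3.28-fold enrichment of the up-regulated ones (binomial p = 0.0063).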

Though nitrogen metabolic pathway was not up-regulated upon ND, we found that 7 ESTs (i.e., 1 ammonia permease, 2 glutamine synthases, and 4 glutamate synthases) out of the top 25 most up-regulated ones were involved in nitrogen metabolism (see Table 4). On the other hand, many down-regulated ESTs upon ND tended to be relatively highly abundant in cells prior to ND (see Fig. 7).

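Ranked by level prior to ND, window 1 contained 98 of the 311 down-regulated ESTs, 3.78 times the background (binomial p = 2.0e-26 after Bonferroni correction). Windows 2 and 3 held 2.59 and 2.08 times the background, and window 23 held 1 down-regulated EST. The median level of the down-regulated ESTs was 18.5 FPKM prior to ND and 5.53 FPKM after ND. The rank and the change share the prior-to-ND values, which can by itself place decreases among abundant ESTs. Ranking and testing with separate replicates was not done for down-regulated ESTs, so how much of the enrichment this accounts for is open. With edgeR's exact test the enrichment in window 1 was 3.15, and on leaving out one sample at a time it lay between 3.198 and 5.94.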

**Table 4:** List of the top 25 most up-regulated ESTs upon ND in *B. braunii* 779

Rk^a^	EST_ID^b^	BH_ID^c^	logFC	p value	Description^d^
1	c39922_g1_i1	Ost9901_3|32601	12.06	1.2E−13	Ammonia permease
2	c63389_g1_i3	Coc_C169_1|23517	10.56	4.1E−09	Glutamine synthetase
3	c9966_g1_i1	Chlre4|188119	10.36	3.6E−09	Oxidoreductase
4	c27174_g1_i1	Coc_C169_1|52379	9.57	8.9E–09	Glycogen phosphorylase
5	c60040_g1_i1	Coc_C169_1|32937	9.49	1.3E−08	Pyruvate kinase
6	c90800_g1_i1	ChlNC64A_1|143431	9.48	2.3E−09	Glutamine synthetase
7	c71872_g1_i2	Ost9901_3|50765	9.19	2.8E−10	Sulfite reductase
8	c52649_g1_i1	Coc_C169_1|52379	8.65	1.0E−07	Glycogen phosphorylase
9	c81537_g1_i1	Chlre4|206116	8.04	4.1E−08	Unknown
10	c67134_g2_i2	MicpuN3|63658	7.94	1.3E−06	Glutamate synthase
11	c78877_g1_i1	Chlre4|140452	7.77	5.1E−07	Unknown
12	c49437_g1_i2	MicpuN3|97997	7.67	1.2E−06	Unknown
13	c9210_g1_i2	Chlre4|132210	7.66	1.7E−07	3-phosphoglycerate kinase
14	c70762_g1_i7	Chlre4|140487	7.65	1.8E−07	Glutamate synthase
15	c59003_g1_i1	MicpuN3|63658	7.45	9.2E−06	Glutamate synthase
16	c19522_g1_i1	Thaps3|21748	7.24	6.4E−07	Fructose 1,6-bisphosphate aldolase
17	c20385_g1_i1	Ost9901_3|30705	7.14	9.0E−07	Cohesin subunit
18	c27189_g1_i1	Thaps3|27187	6.88	2.4E−07	Transaldolase
19	c24873_g1_i2	MicpuN3|89262	6.88	1.3E−06	FOG: RCC1 domain
20	c51175_g1_i1	Coc_C169_1|29458	6.87	3.8E−06	Citrate synthase
21	c47749_g1_i1	Coc_C169_1|9065	6.87	1.0E−07	Transcription factors
22	c61180_g1_i2	Chlre4|205746	6.79	7.9E−06	Glutamate synthase
23	c2096_g1_i1	MicpuN3|82943	6.76	4.0E−07	RNA Helicase
24	c36160_g1_i3	Thaps3|262283	6.74	5.6E−07	Acyl-CoA synthetase
25	c27223_g1_i2	Thaps3|269844	6.71	4.0E−07	UDP-glucuronosyl transferase

^a^Rk stands for rank (i.e., by ratio).

^b^EST_ID for *B. braunii* ESTs.

^c^BH_ID for ID of the best-hit.

^d^Description is based on the KOG annotation associated with the 6 completed algal genomes in JGI (see text).

**Table 5:** List of the top 25 most down-regulated ESTs upon ND in *B. braunii* 779

Rk^a^	EST_ID^b^	BH_ID^c^	logFC	p value	Description^d^
1	c73365_g3_i6	Coc_C169_1|45719	−4.55	6.4E−03	Unknown
2	c54903_g1_i1	Coc_C169_1|45718	−4.40	2.5E−03	Tyrosine kinase
3	c72890_g1_i2	ChlNC64A_1|144962	−4.20	1.8E−03	Prolylcarboxypeptidase
4	c69499_g1_i5	Chlre4|149722	−4.18	4.5E−03	Unknown
5	c66708_g1_i4	Coc_C169_1|65911	−3.98	2.8E−04	Collagens
6	c72757_g1_i1	Coc_C169_1|17756	−3.54	1.5E−03	Isocitrate lyase
7	c66635_g1_i1	ChlNC64A_1|139124	−3.46	2.8E−03	Nuclear receptor coregulator
8	c32919_g1_i2	Coc_C169_1|18195	−3.44	2.1E−04	Aspartate aminotransferase
9	c71206_g1_i2	Coc_C169_1|62318	−3.36	2.0E−02	UDP-glucuronosyl transferase
10	c68672_g1_i4	Coc_C169_1|65911	−3.31	9.4E−04	Collagens
11	c55715_g1_i1	Coc_C169_1|68180	−3.27	6.9E−04	Ca^2+^-dependent protein kinase
12	c71767_g1_i2	Chlre4|104719	−3.23	5.1E−03	ATP-dependent RNA helicase
13	c69499_g1_i4	Chlre4|149722	−3.16	1.7E−02	Unknown
14	c73427_g1_i1	Coc_C169_1|35165	−3.01	1.0E−02	O-linked GlcNAc transferase
15	c66185_g1_i1	Coc_C169_1|33465	−3.01	1.6E−02	Unknown
16	c67100_g1_i1	Chlre4|130199	−3.01	2.2E−02	Acetylglutamate kinase
17	c71718_g1_i18	Coc_C169_1|68054	−3.01	4.4E−03	Ca^2+^-permeable cation channel
18	c70935_g1_i8	Coc_C169_1|13500	−3.00	4.4E−03	Unknown
19	c51991_g1_i1	Coc_C169_1|63373	−2.99	1.2E−02	Diacylglycerol acyltransferase
20	c74265_g5_i3	Coc_C169_1|30369	−2.94	3.9E−03	Malate synthase
21	c73301_g5_i1	Coc_C169_1|17144	−2.94	1.5E−02	Serine/threonine protein kinase
22	c71077_g1_i3	ChlNC64A_1|59702	−2.94	8.1E−03	Unknown
23	c73505_g1_i1	Coc_C169_1|41290	−2.92	2.0E−03	Unknown
24	c74003_g1_i7	Coc_C169_1|35165	−2.89	6.3E−03	O-linked GlcNAc transferase
25	c62188_g1_i1	Coc_C169_1|11065	−2.89	9.6E−03	Sensory transduction histidine kinase

^a^Rk stands for rank (i.e., by inverse ratio).

^b^EST_ID for *B. braunii* ESTs.

^c^BH_ID for ID of the best-hit.

^d^Description is based on the KOG annotation associated with the 6 completed algal genomes in JGI (see text).

**Fig. 7:**
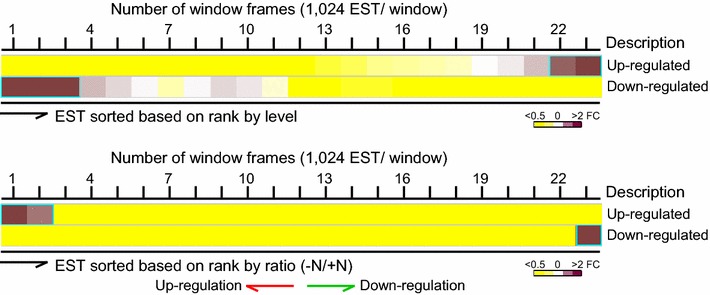
Significantly up-regulated and down-regulated ESTs upon ND appear to be low-abundant and high-abundant ESTs in log-phase cells (prior to ND), respectively. Distribution of the differentially transcribed ESTs (i.e., fold change >2, p value <0.05) based on the level-ranked (*upper panel*) and ratio-ranked (*lower panel*) moving window analysis.

### Transcriptional alteration of ESTs involved in alkadiene/triene-related biosynthesis of VLCFA upon ND in *B. braunii* 779

A subset of 55 enzymes that were potentially involved in the biosynthesis of VLCFA was proposed by Baba et al., out of which they detected 19 enzymes in the A race *B. braunii* Bot-88 [24]. Based on association with these EC numbers, we detected 20 enzymes in the *B. braunii* 779 transcriptome, of which, 11 were those previously found in *B. braunii* Bot-88 [24], suggesting that A race *B. braunii* strains share many VLCFA biosynthetic enzymes (i.e., p value = 0.0137).

We found that each enzyme was encoded by various copies of the non-redundant ESTs (Fig. 8a). 

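The EST identifiers of Fig. 8a and Fig. 9 were read from the figures and accepted where their summed FPKM equalled the sums of the supplementary tables, which held for all 20 enzymes of Fig. 8a. The 20 enzymes comprised 113 ESTs. Long-chain-fatty-acid-CoA ligase had 24 copies and 3-ketoacyl-CoA synthase 21.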

Levels of individual copies of non-redundant ESTs ranged from 1.9 to 110 FPKM in cells prior to and from 1.9 to 80 FPKM after ND based on the average of two repeats. 

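Averaged over both replicates, the 113 ESTs ranged from 1.91 to 110 FPKM prior to ND with a median of 8.16 FPKM, and from 1.89 to 79.8 FPKM after ND with a median of 9.31 FPKM.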

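By edgeR's quasi-likelihood test at the paper's cutoff, 2 of the 113 ESTs were up-regulated and 3 down-regulated. The up-regulated ESTs were c54915_g1_i1 of trans-2-enoyl-CoA reductase, at 1.00 and 2.81 FPKM prior to and 14.7 and 17.4 FPKM after ND (log2 fold change 2.84, standard error 0.822), and c71638_g1_i2 of long-chain-fatty-acid-CoA ligase (log2 fold change 1.29, standard error 0.570). The call of c71638_g1_i2 was borderline, with p = 0.0489 in this test and p = 0.0696 in edgeR's exact test. The down-regulated ESTs all belonged to acyl-CoA oxidase and were c65400_g1_i1, c73965_g1_i2 and c73965_g1_i4, with log2 fold changes of -2.004, -2.20 and -2.06. The last pair are isoforms of one Trinity gene and share reads. None passed Benjamini-Hochberg adjustment, the adjusted p of c54915_g1_i1 being 0.324 from edgeR's quasi-likelihood test, 0.0595 from its exact test and 0.146 from DESeq2. Leaving out replicate 2 prior to ND raised the number of up- or down-regulated ESTs, in a fit whose spread came from the after-ND replicates alone.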

There were 1 significantly up-regulated and 3 down-regulated ESTs (i.e., fold change >2, p value <0.05). After summation of levels of all ESTs associated with the same enzyme, we found that the summative level of all enzymes tested was not greatly altered (i.e., fold change <2) upon ND except for acetyl-CoA oxidase (i.e., >twofold decrease) (Fig. 8b, for summative level of individual enzymes, see Additional file 8: Table S13). 

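Summed over its 7 ESTs, acyl-CoA oxidase was at 306 and 75.4 FPKM in replicates 1 and 2 prior to ND and at 99.6 and 67.7 FPKM after ND, a log2 change of -1.19. The conditions overlapped, since replicate 2 prior to ND was lower than replicate 1 after ND. Without replicate 1 prior to ND the log2 change was 0.149, so the sign of the change depended on that sample. Of the 20 enzymes, this was the 1 with a change over 2-fold. The other log2 changes lay between -0.695 and 0.794.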

This result indicated that no apparent transcriptional alteration for most enzymes (i.e., not individual ESTs) involved in VLCFA biosynthesis upon ND in *B. braunii* 779.

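Of the 20 enzymes, 10 had a higher summed level after ND, and the median log2 change was -0.0741. In 6 enzymes the replicates of the conditions did not overlap. With 2 samples against 2, a change smaller than the spread between replicates was not detectable at this depth. When single samples were left out, from 2 to 7 enzymes changed over 2-fold. The paper concludes from the summed levels that most VLCFA enzymes showed no apparent change in transcription upon ND.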

**Fig. 8:**
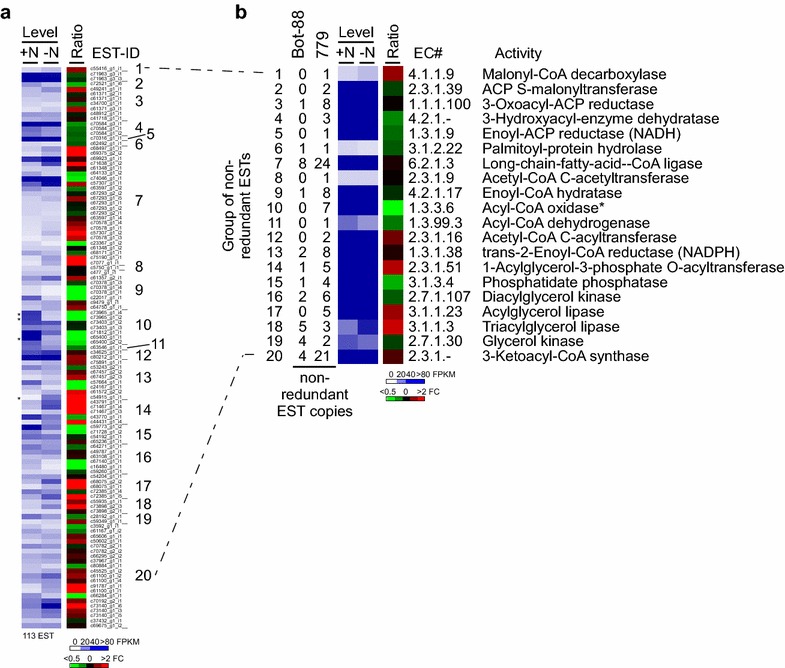
Change of transcriptional levels of ESTs involved in VLCFA biosynthesis upon ND. +N and −N indicate prior to and after ND, respectively. Individual enzymes are numbered and whose EC# is indicated. Many enzymes are encoded by various numbers of non-redundant ESTs in *B. braunii* (779) or (Bot-88). **a** Level and ratio of individual EST involved in VLCFA biosynthesis in cells prior to (+N) and after (−N) ND are shown. Differentially transcribed ESTs upon ND are marked by *asterisks* on the *left*. **b** Level and ratio of group ESTs (i.e., sum of individual levels of ESTs encode the same enzyme) involved in VLCFA biosynthesis are shown. Activity whose summative level is greatly changed (i.e., fold change >2) is indicated by an *asterisk*.

### Transcriptional alteration of ESTs involved in botryococcene or squalene-related biosynthesis upon ND in *B. braunii* 779

Transcriptome of the B race *B. braunii* Showa was well assembled and comprehensively annotated [21]. To examine whether the transcription of enzymes involved in biosynthesis of botryococcene or squalene was altered upon ND in A race *B. braunii* 779, we compared the ESTs between *B. braunii* 779 and Showa based on the association with EC numbers. To this end, we found 58 and 42 enzymes related to botryococcene or squalene biosynthesis were associated with curated and machine-assembled ESTs in *B. braunii* Showa [21], respectively (see “Methods”). Of the 58 enzymes associated with curated ESTs in *B. braunii* Showa, 13 (or 22.4 %) were found to associate with a total of 29 ESTs in *B. braunii* 779 (Fig. 9a, left panel). 

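All 13 enzymes of Fig. 9a were matched to the supplementary sums, with 29 ESTs in all. The ESTs ranged from 1.30 to 88.4 FPKM prior to ND and from 2.86 to 165 FPKM after ND. By the paper's cutoff, 5 were up-regulated and 0 down-regulated.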

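Transketolase (TKTL), summed over 3 ESTs, was at 8.33 and 5.47 FPKM prior to ND and 69.6 and 469 FPKM in replicates 1 and 2 after ND, a log2 change of 5.29. All 3 ESTs, c8142_g1_i1, c10756_g1_i1 and c77577_g1_i1, were up-regulated, with log2 fold changes of 5.80, 5.20 and 4.25 and adjusted p values of 0.184, 0.184 and 0.275 in edgeR's quasi-likelihood test and 5.3e-04, 9.6e-04 and 0.0185 in its exact test, and the best hit of each was in the Thalassiosira genome. Without replicate 2 after ND, the log2 change of the sum was 3.33. Gibberellin-44 dioxygenase (G44OX), summed over 2 ESTs, was at 5.02 and 0.30 FPKM prior to ND and 16.8 and 8.68 FPKM after ND, a log2 change of 2.26 that rose to 5.41 without replicate 1 prior to ND. One of its ESTs, c52098_g1_i3, was up-regulated (log2 fold change 2.27, adjusted p = 0.605 from edgeR's quasi-likelihood test and 0.372 from its exact test, with Benjamini-Hochberg adjustment). The other enzymes had log2 changes between -0.567 and 0.980.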

Based on the summation of all ESTs associated with the same enzyme, we found that summative transcription level of all enzymes was not dramatically altered upon ND (i.e., fold change <2), except for TKTL and G44OX (i.e., >twofold increase) (Fig. 9a, right panel, for summative level of individual enzymes, see Additional file 9: Table S14). On the other hand, 23 out of 42 (or 54.8 %) machine-assembled enzymes in *B. braunii* Showa were found to associate with 171 ESTs in *B. braunii* 779, five of which associated with 19 or more ESTs (Fig. 9b, left panel). 

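The 23 enzymes of Fig. 9b were all matched to the supplementary sums and comprised 171 ESTs, with up to 25 for a single enzyme. By the paper's cutoff, 10 of these ESTs were up-regulated and 2 down-regulated.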

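Diacylglycerol acyltransferase (DGAT), summed over 3 ESTs, rose from 10.7 and 10.6 FPKM prior to ND to 45.7 and 28.7 FPKM after ND, a log2 change of 1.80. Its ESTs c55911_g1_i3 and c42505_g1_i1 were up-regulated, with log2 fold changes of 1.69 and 1.77 and adjusted p values of 0.610 and 0.606 in edgeR's quasi-likelihood test. Both also passed the cutoff in edgeR's exact test, but not in DESeq2 (p = 0.0590 and 0.0673) or with the replicate block. The diacylglycerol acyltransferase EST of Table 5 was not part of the DGAT sum and was down-regulated by the same cutoff. Hexokinase (HK), summed over 4 ESTs, rose from 13.4 and 9.78 FPKM to 35.1 and 19.6 FPKM, a log2 change of 1.24 that was 0.930 when FPKM was divided by the TMM factor. In both enzymes the after-ND sums lay above the prior-to-ND sums. The other enzymes had log2 changes between -0.972 and 0.708.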

Similar to that of curated enzymes, transcriptional level of all enzymes was not dramatically altered upon ND (i.e., fold change <2), except for DGAT and HK (i.e., >twofold increase), based on the summative level of all ESTs associated with the same enzyme (Fig. 9b, right panel, for summative level of individual enzymes, see Additional file 10: Table S15). These results suggested that transcriptional level of most enzymes involved in botryococcene or squalene biosynthetic pathways was not significantly altered upon ND in A race *B. braunii* 779.

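In the curated set 2 of 13 enzymes and in the machine-assembled set 2 of 23 changed over 2-fold. Replicates of the conditions did not overlap in 6 of the curated and 9 of the machine-assembled enzymes. Squalene synthase, summed over 2 ESTs, was at 10.8 and 15.4 FPKM prior to ND and 21.3 and 13.0 FPKM after ND, a log2 change of 0.384 within the spread between replicates. Leaving out single samples gave 4 curated enzymes and from 3 to 7 machine-assembled enzymes with a change over 2-fold. The paper proposes from these sums that most enzymes of botryococcene or squalene biosynthesis were not significantly altered in transcription.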

**Fig. 9:**
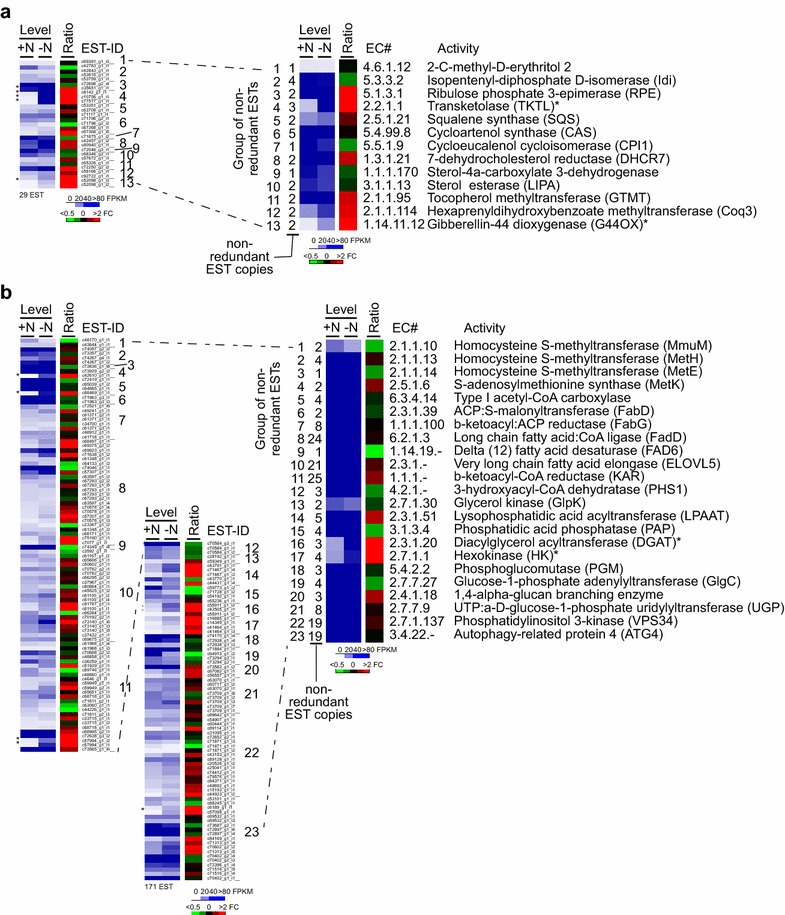
Change of transcriptional levels of ESTs involved in botryococcene or squalene biosynthesis upon ND. The display is identical to Fig. 8. **a** ESTs homologous to curated and machine-assembled **b** enzymes involved in botryococcene or squalene biosynthesis in *B. braunii* Showa [21]. The display is identical to Fig. 8.

## Discussion

The colonial green microalga *B. braunii* is unique for its accumulation of hydrocarbons, which is applicable for biofuel production. However, slow growth has impeded its application for large-scale production of hydrocarbons. Unlike our previous report that a rapidly growing subisolate from a culture of *B. braunii* UTEX572 has turned out to be a *Botryosphaerella* (UTEX2629) containing no hydrocarbons [22], we show, in this study, that the moderately growing subisolate from a culture of *Botryococcus* sp. CCALA-779 belongs to the A race *B. braunii* based on the results of 18S rRNA sequence-based phylogenetic analysis and GC–MS analysis of hydrocarbon compositions (see Fig. 2). The lipid content of this moderately growing *B. braunii* 779 strain under phototrophic conditions can be greatly enhanced by ND, making it attractive for potential production of hydrocarbons at large scale.

In comparison with that of model green algal organisms *Chlorella variabilis* [35] and *Chlamydomonas reinhardtii* [36], growth rate *of B. braunii* is very slow (i.e., population doubling time of less than a day versus 5–7 days). In this study, we show that, according to the pathway-based transcriptomic analysis, energy metabolic ESTs are highly abundant in the log-phase cells, indicating that the slow growth rate of *B. braunii* species is not a result of inefficient energy metabolic activity in cells. It is likely that energy flow generated from photosynthesis in *B. braunii* cells is largely directed to the biosynthesis of lipid and hydrocarbon. We propose that if the direction of energy flow could be controlled in cells, the productivity would be improved by first directing the energy flow to population growth. After reaching the maximum density of cell population, energy flow would be re-directed to lipid and hydrocarbon synthesis.

It has been shown that the modes of hydrocarbon biosynthesis in A race *B. braunii* Bot-88 and B race *B. braunii* Showa, Bot-22, and Bot-70 are very different according to the 454 sequencing-based transcriptomic analyses [21, 23–25]. In this study, we performed transcriptomic analysis of the *B. braunii* 779 using the Illumina sequencing-based platform. Comparative analysis indicates that highest percentage of sequence similarities is found between transcriptomes of the same race such as A race *B. braunii* strains 779 and Bot-88 and B race strains Showa and Bot-70 (see Fig. 4). However, we find that transcriptome of Bot-22 shares little similarity to either B race *B. braunii* Showa or A race 779 strains, suggesting that it represents no A or B race transcriptome. The difference between transcriptomes of A and B races implies that they belong to different sub-species.

It is worth noting that 40–60 % of the homologous ESTs between *B. braunii* 779 and other B race strains are known sequences (or having best-hit in the 6 algal genomes used in this study). On the other hand, only 12 % of the homologous ESTs between A race *B. braunii* 779 and Bot-88 are known sequences. Majority of the homologous ESTs in A race transcriptomes are unknown sequences, suggesting that there are many novel genes in *B. braunii*. Given that many enzymes encoding VLCFA biosynthesis have not been found in A race *B. braunii*, it is possible that sequences encoding these enzymatic activities may not be currently known. Hence, we propose that *B. braunii* provides a rich source for discovery of novel genes involved in VLCFA biosynthesis.

To understand the biosynthesis of *n*-alkadiene and triene, Baba et al. have proposed a list of 55 enzymes that are involved in biosynthesis of VLCFA [24]. Nineteen out of the 55 enzymes are found in *B. braunii* Bot-88. In this study, we find 20 out of the 55 enzymes involved in the biosynthesis of the VLCFA, 13 of which are those previously found in *B. braunii* Bot-88 (i.e., p value <0.05), consistent with the notion that A race *B. braunii* strains belong to the same sub-species. Eight more enzymes involved in biosynthesis of VLCFA are found in this study. Additionally, 36 out of 100 enzymes in *B. braunii* Showa [21] involved in biosynthesis of botryococcene or squalene are found in *B. braunii* 779 (see Fig. 9), consistent with the level of similarity between the two transcriptomes (see Fig. 4).

## Conclusions

Taken together, our results show that the subisolate *B. braunii* 779 exhibits a moderate growth rate (i.e., up to 1.23 gram of CDW per liter per day in 2× BB medium) and high lipid content (i.e., up to 75 % of DCW after induction by ND), attractive for biofuel production. Comparative transcriptomic analysis between A (i.e., *B. braunii* 779 and Bot-88) and B (i.e., *B. braunii* Showa, Bot-22, and Bot-70) races indicates that difference races of *B. braunii* strains may belong to different sub-species. Many homologs of unknown sequences found in *B. braunii* 779 and Bot-88 suggest that these unknown sequences are most likely novel genes, part of which possibly encodes enzymes involved in VLCFA biosynthesis. This is consistent with the observation of half of the proposed enzymes involved in VLCFA biosynthesis has not been found in A race *B. braunii*. We propose that *B. braunii* transcriptomes provide a rich source for discovery of novel genes involved in hydrocarbon biosynthesis.

## Methods

### Algal culture manipulation

The algae culture CCALA779 was obtained from the Culture Collection of Autotrophic Organisms, Czech (ccala.butbn.cas.cz) and a subisolate *B. braunii* 779 was obtained as rapidly growing colonies on Bold’s modified Bristol (BB) [30] solid medium. The subisolate was cultivated using BB (or 2× BB) liquid medium in a 2.5-L low-form flask with shaking at 100 rpm at 25 °C under continuous illumination flux density of ~250 μmol photon m^−2^ s^−1^. Culture was shaken at 100 rpm at 25 °C (or RT) supplied with 2 % CO_2_ through bubbling. For analysis of the subisolate in response to ND, the log-phase cells in nitrogen-replete 2× BB medium (or 2BB + N) were harvested by centrifugation at 2,000 rcf at 8 °C for 5 min and resuspended in nitrogen-depleted 2× BB medium (or 2BB-N) isovolumetrically. After growing in 2BB-N medium for 3 days, cells were harvested by filtration for cell dry weight analysis and centrifugation for lipid content and transcriptomic analyses.

For growth rate analysis, cell dry weight (CDW) was determined using the gravimetric methodology. In brief, approximately 200 ml (i.e., for the first 2 time points) or 100 ml (i.e., for the time points at 4 days and after) from the cell culture was harvested by filtration using the glass fiber filter GF/A (Whatman/GE Healthcare, Kent, UK) and dried in oven at 80 °C overnight. CDW was gravimetrically determined in triplicate using the AG204 balance (Mettler-Toledo Inc., Columbus, OH, USA). Growth rate was estimated using the exponential growth formula

$$ r = \left( {\frac{{x_{{t_{2} }} }}{{x_{{t_{1} }} }}} \right)^{{1/(t_{2} - t_{1} )}} - 1 $$

where *r* is growth rate in a time interval from *t*_2_ to *t*_1_, and $$ x_{{t_{2} }} $$ and $$ x_{{t_{1} }} $$ is the CDW at time points *t*_2_ and *t*_1_, respectively. Here, the time interval *t*_2_ − *t*_1_ is 2 days. The growth rates at each 2-day interval from day 0 to day 8 are presented in Table 2.

### Determination of chlorophyll contents

To determine chlorophyll content, cells were collected by centrifugation and the cell pellet was resuspended in 96 % ethanol and broken in the glass-bead beater (FastPrep, MP Biomedicals, Solon, OH, USA). After incubation with ethanol for 2 h at 4 °C, cell debris was removed using centrifugation. The resulting supernatant was subjected to OD measurement at the wavelength of 645 nm and 663 nm, with the 96 % ethanol as blank. Total chlorophyll content (i.e., chl a and b) was estimated using a formula C (mg/L) = 20.2 OD_645_ + 8.05 OD_663_ [46] and was converted to percent of CDW.

### Determination of photosynthesis efficiency

To determine photosynthesis efficiency, cells were subjected to PAM-fluorescence analysis using a fluorometer (Imaging-PAM, Heinz Walz GmbH, Effeltrich, Germany) according to the manufacturer’s instruction. Briefly, the Fm′ and F were determined at the arctic light of 250 μmol photon m^−2^ s^−1^ to mimic the growth conditions. The quantum yield was based on the formula *Y*(*II*) = (Fm′ − F)/Fm′ [47].

### Fluorescence microscopic analyses

To examine the accumulation of lipid and hydrocarbon contents in *B. braunii* 779 cells, 4 μl of 0.25 mg/ml Nile red in acetone was added to 1 ml of fresh culture according to a previously described method [22]. In brief, after incubation at RT in dark for 15 min, fluorescence signals in the cells were examined using the Zeiss Axiovert 200 M (Carl Zeiss AG, Oberkochen, Germany) with a Zeiss EC Plane Neofluar 40x/0.75 objective lens with a filter cube no. 15 (EX BP 546/12, BS FT 580, EM LP 590). The images were captured by a CoolSNAP HQ monochrome digital camera (Roper Scientific, Ottobrunn, Germany) and processed using MetaMorph software (Molecular Devices, Sunnyvale, CA, USA).

### Analysis of lipid and hydrocarbon contents in *B. braunii* 779 cells

Total lipids and hydrocarbons were extracted using methanol/chloroform (2:1 by volume) and hexane solutions, respectively. In brief, cell samples taken from cultures at various time points were harvested by centrifugation. The resulting cell pellet was resuspended in 0.5 ml PBS buffer (10 mM Na_2_HPO_4_/1.8 mM K_2_PO_4_/137 mM NaCl/2.7 mM KCl, pH7.4) and mixed with 0.5 g of the 0.5 mm acid-washed glass beads (Cat no. G2968, Sigma-Aldrich, St. Louis, MO, USA). Cells were subsequently broken by 6 bursts using a glass-bead beater (MP Biomedicals). Each burst was set for 30 s and a 2-min interval was set between bursts. Broken cells were mixed with 10 volumes of methanol/chloroform (2:1 by volume) or hexane overnight. Organic phase was separated from cell debris and glass beads by centrifugation and transferred into a fresh tube. The tube was subsequently placed in a fume hood with a stream of nitrogen gas to evaporate the solvent. The resulting lipids or hydrocarbons were quantified gravimetrically using the AG204 balance (Mettler-Toledo Inc.).

The lipids were dissolved in chloroform at a concentration of 0.1 mg/μl. Equal amount of lipid was loaded on silica TLC plate (60F254, Merck Corporate, Whitehouse Station, NJ, USA) and developed in hexane/diethyl ether/acetic acid (35:15:0.1 by volume). TAG (tri-oleic acid (C18:1, [cis-9]) glyceride) and FFA (oleic acid (C18:1, [cis-9])) (Sigma-Aldrich, St. Louis, MO, USA) and others were used as standard. Lipid profile on TLC plate was visualized using iodine vapor. The hydrocarbons were dissolved in hexane at a concentration of 0.1 mg/μl and analyzed using Shimadzu GC/MS-QP2010 Plus system (Shimadzu, Kyoto, Japan) equipped with an HP-5 ms Ultra Inert column (30 m × 0.25 mm × 0.25 μm, Agilent Technologies, Santa Clara, CA, USA).

### 18S rDNA sequence-based phylogenetic analysis

Primer sequences (CV1: 5′-TACCTGGTTGATCCTGCCAGTAG-3′; CV2: 5′-CCAATCCCTAGTCGGCATCGT-3′; CV3: 5′-AGATACCGTCGTAGTCTCAACCATAA-3′; CV4: 5′-ACCTTGTTACGACTTCTCCTTCCTC-3′) used in the study of 18S rDNA in several *B. braunii* strains [32] were applied in this study, namely the full length sequence of the 18S rDNA were amplified in two fragments: the left fragment of ~1.0 Kb by primers CV1 and CV2 and right fragment of ~0.8 Kb by primers CV3 and CV4 (see Additional file 11: Figure S2). Sequences of the left and right fragment were assembled into the full length of 18S rDNA of the *B. braunii* 779 with an accession number of BankIt1827606 in NCBI nucleotide database. The *B. braunii* 779 18S rDNA sequence with others (obtained from treeBASE at http://www.treebase.org) was aligned using ClustalX software with Blosum matrix and the phylogenetic tree was obtained using the Bootstrapped Neighbor Joining tree method [48, 49].

### Next-generation sequencing analysis

Total RNA was extracted from *B. braunii* 779 cells prior to and after ND using TRIzol Plus RNA Purification System (Invitrogen-LifeTechnologies Co., Carlsbad, CA, USA) according to manufacturer’s protocol. Approximately 4 μg of the resulting total RNA was used for synthesis of cDNA using the TruSeq RNA Sample Prep Kit (Invitrogen-Life Technologies Co.) according to manufacturer’s instruction including synthesis of first- and second-strand cDNA, end repair, 3′-end adenylation, adapter ligation, fragment enrichment (e.g., ~260 bps in length), and library validation, quantification, and quality assessment with a bioanalyzer (Agilent Technologies; Santa Clara, CA, USA). The libraries are sequenced using the Illumina HiSEQ 2000 Sequencer (BGI, Shenzhen, China).

Over 2 Giga-base clean paired-end reads (90 bps in length/read) from each library were generated using HiSEQ 2000 technology. A total of 55 million reads from both growth conditions were pooled and subjected to de novo assembly using the trinity software [33] (http://trinityrnaseq.github.io) (for detailed description, see Additional file 12). As a result, ~60 thousand non-redundant contigs/scaffolds/ESTs/cDNA (EST was used in this study for simplicity) were obtained based on a cutoff of EST length >300 base pairs and read count >40 per EST. To compare transcription levels in different growth conditions, read counts per EST and its normalized level of FPKM (Fragments Per Kilobase per Million mapped reads) were generated using RSEM software [44]. ESTs with at least one 0 FPKM in 4 measurements were filtered out in this analysis. Deferentially transcribed ESTs upon ND is obtained using EdgeR software [45, 50] based on the raw counts per EST generated by RSEM software [44] using a cutoff of fold change >2 and p value <0.05.

### Annotation of the *B. braunii* 779 transcriptome

All non-redundant ESTs were subjected to sequence homology comparison using the Basic Local Aliment Search Tool BLASTX suit against the pool of “best” proteins in 6 comprehensively annotated microalgae genomes: *Coccomyxa subellipsoidea* C-169 v2 [34], *Chlorella variabilis* NC64A v1 [35], *Chlamydomonas reinhardtii*v4 [36], *Micromonas pusilla* RCC299 v3 [37], *Ostreococcus lucimarinus* v2 [38] and *Thalassiosira pseudonana* CCMP 1335 v3 [39] (genome. jgi-psf.org). A total of 12,292 ESTs showed to share homology to at least a best-hit (i.e., expectation value <1E−07, length of homology to subject/full length >40 %) in the pool of “best” proteins of the 6 genomes. Of 12,292 ESTs, 8,888 (or 72.3 %) and 3,368 (or 27.4 %) were found to be associated with at least one GO function and KEGG ortholog (i.e., expectation value <1E−06), respectively (see Additional file 2: Table S2, Additional file 4: Table S3).

### Pathway-based analysis for potentially co-transcribed subsets of ESTs

We assumed that a subset of co-regulated ESTs that were associated with a KEGG metabolic pathway or GO biological process would exhibit the coherent expression or similar transcription level (i.e. based on rank by level) in log-phase cells or transcription ratio (i.e., based on rank by ratio) in nitrogen-starved cells. To identify the subset of potentially co-regulated ESTs, we applied a sliding window of 1,024 consecutive ESTs in size and 512 ESTs in step for finding subsets of ESTs of a pathway whose occurrence density is twofold higher than that of background with a p value of less than 0.05 after Bonferroni correction [40, 41].

### Statistical analyses

Binomial test was used to determine the statistical significance of enrichment for pathway-associated ESTs (i.e., success) that are present within a window of ranked ESTs (i.e., trials). Bonferroni correction [40, 41] is applied in all multiple tests in this study.

The raw HiSEQ 2000 paired-end sequencing data, the non-redundant transcriptome data, and the annotated transcriptome data generated in this study are available at the NCBI’s GEO database (http://www.ncbi.nlm.nih.gov/geo) with an accession number Series GES71296 (including Platform GPL20730, Samples GSM1831893-96, RSA SPR058734, GES71296 supplemental tables).

## Additional files

Additional file 1:
**Table S1.** List of the 12041 annotated ESTs in *B. braunii* 779. Additional file 2:
**Table S2.** List of GO terms and number of ESTs associated. Additional file 3:
**Figure S1.** Ten GO cellular component (CC) and molecular function (MF) categories associated with the most number of ESTs. Additional file 4:
**Table S3.** List of KEGG pathways and number of ESTs associated. Additional file 5:
**Tables S4–7.** List of homologous ESTs between *B. braunii* 779 and other strains. Additional file 6:
**Tables S8–11.** List of homologous ESTs between *B. braunii* Showa and other trains. Additional file 7:
**Table S12.** List of the differentially transcribed ESTs. Additional file 8:
**Table S13.** List of *B. braunii* 779 enzymes involved in VLCFA biosynthesis based on the transcriptome of *B. braunii* Bot-88. Additional file 9:
**Table S14.** List of *B. braunii* 779 enzymes involved in botryococcene or squalene biosynthesis based on the curated transcriptome of *B. braunii* Showa. Additional file 10:
**Table S15.** List of *B. braunii* 779 enzymes involved in botryococcene or squalene biosynthesis based on the machine-assembled transcriptome of *B. braunii* Showa. Additional file 11:
**Figure S2.** Sequence analysis of the 18S rDNA in *B. braunii* 779. Additional file 12: Supplemental Methods. Detailed steps of transcriptome analysis.

## Abbreviations

CDW: cell dry weight
FPKM: fragments per kilobase per million mapped reads
GC–MS: gas chromatography-coupled mass spectrometry
ND: nitrogen deprivation
TLC: thin layer chromatography
VLCFA: very long chain fatty acid

# Supplementary material for: Transcriptomic analysis of a moderately growing subisolate Botryococcus braunii 779 (Chlorophyta) in response to nitrogen deprivation
**Source:** Biotechnol Biofuels. 2015 Aug 28;8:130. doi: 10.1186/s13068-015-0307-y
**Supplement:** Additional file 3: — Figure S1. Ten GO cellular component (CC) and molecular function (MF) categories associated with the most number of ESTs.

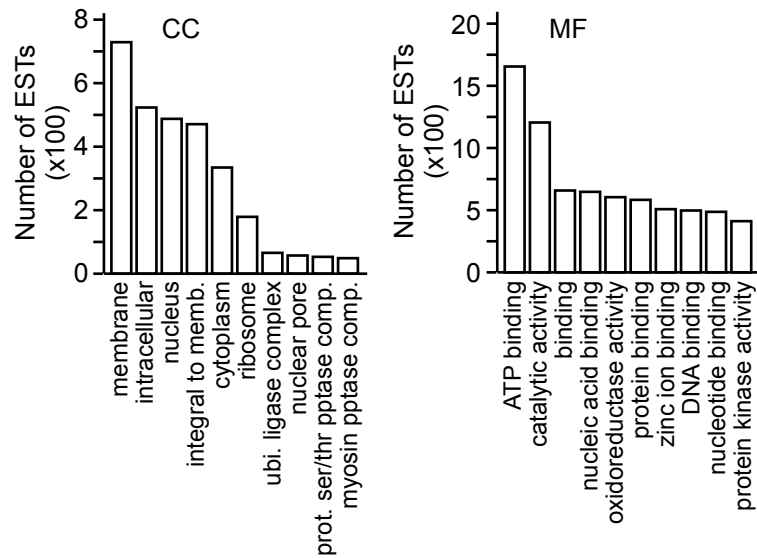

**Figure S1.** Ten GO cellular component (CC) and molecular function (MF) categories associated with the most number of ESTs. The display is identical to Figure 3D.

# Supplementary material for: Transcriptomic analysis of a moderately growing subisolate Botryococcus braunii 779 (Chlorophyta) in response to nitrogen deprivation
**Source:** Biotechnol Biofuels. 2015 Aug 28;8:130. doi: 10.1186/s13068-015-0307-y
**Supplement:** Additional file 11: — Figure S2. Sequence analysis of the 18S rDNA in B. braunii 779.

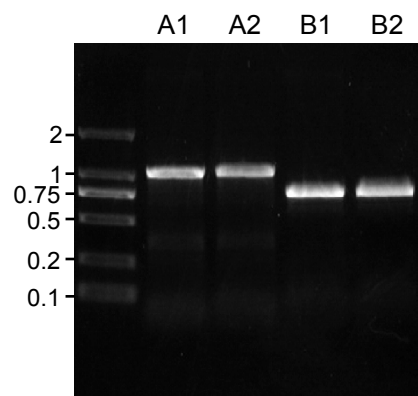

**Figure S2.** Sequence analysis of the 18S rDNA in *B. braunii* 779. PCR fragments A and B in duplicate were synthesized using primer pairs of CV1/CV2 and CV3/CV4 on genomic DNA of *B. braunii* 779. The fragments were subjected to nucleotide sequence determination.

# Supplementary material for: Transcriptomic analysis of a moderately growing subisolate Botryococcus braunii 779 (Chlorophyta) in response to nitrogen deprivation
**Source:** Biotechnol Biofuels. 2015 Aug 28;8:130. doi: 10.1186/s13068-015-0307-y
**Supplement:** Additional file 12: — Supplemental Methods. Detailed steps of transcriptome analysis.

**Additional file 12**

**Supplemental Methods for transcriptome analysis**

**Short-read sequencing files used in transcriptomic analysis**

Samples prior to ND:

1. 779_12-19_I1_1.fq and 779_12-19_I1_2.fq

2. BOTgolTABRAAPEI-46_L7_1.fq and BOTgolTABRAAPEI-46_L7_2.fq

(or 779-1_12-27_L7_1.fq and 779-1_12-27_L7_2.fq)

Samples after ND:

3. 779N12-10_I1_1.fq and 779N12-10_I1_2.fq

4. 779N12-22_I1_1.fq and 779N12-22_I1_2.fq.

Sample sequences 1 and 3 were pooled for de novo transcriptome assembly and all 1-4 sample sequences were used for estimation of read count per ESTs and normalized level of FPKM.

**Assembly of the non-redundant transcriptome of B. braunii 779**

Sample sequences were first subjected to quality control analysis using FastQC (ver 0.11.2). Based on the analysis, we removed 12 nucleotides at the 5’-end in all reads and 5 nucleotides at the 3’-end for some read when necessary. The minimum length of the output reads was set to 36 nucleotides using Trimomatic (ver 0.32). The resulting reads were subsequently used for de novo transcriptome assembly using Trinity (ver 20140717) with the minimal contig length of 300 nucleotides, which generate 138,295 sequence contigs. All contigs were subject to analysis for removing redundant sequences using CD-Hit. After filtering the redundant contigs (i.e., identity > 90%) and low read-counts contigs (i.e., counts per contig < 40), a total number of 61,220 contigs or ESTs (i.e., ESTs were used hereafter) were obtained and designated as non-redundant transcriptome (i.e., available in GEO database with an accession number of series GSE71296). The statistic of the non-redundant transcriptome is as follows:

Contig N10: 2835

Contig N20: 2016

Contig N30: 1557

Contig N40: 1229

Contig N50: 985

Median contig length: 609

Average contig length: 836.65

Total assembled bases: 51219717

Percent GC: 53.36

**Estimation of EST transcription levels**

Individual reads were aligned to the non-redundant transcriptome using Bowtie2. The aligned reads were subjected to estimation of read count and normalized level (FPKM) using RSEM. The read counts were subjected to analysis of differentially transcribed ESTs identification using EdgeR with a cutoff of fold-change > 2, p-value < 0.05). Information related to the EST normalized levels and differential expression (i.e., fold change and p-value) (see series GSE71296 in GEO database).

Normalization factors used in EdgeR analysis is listed as follows:

group desc. lib.size norm.factors

0320_779_12-19 +N_rep1 1088168 1.045

0320_779-1_12-27 +N_rep2 1204890 1.050

0320_779N12-10 -N_rep1 1263690 1.166

0320_779N12-22 -N_rep2 1270455 0.781

**Annotation of the non-redundant transcriptome**

Non-redundant transcriptome was subjected to sequence homology search against the “best” protein database consistent of 6 comprehensively annotated genomes: *Coccomyxa subellipsoidea* C-169 v2 {Blanc, 2012 #302}, *Chlorella variabilis* NC64A v1{Blanc, 2010 #15}, *Chlamydomonas reinhardtii*v4{Merchant, 2007 #14}, *Micromonas pusilla* RCC299 v3 {Worden, 2009 #306}, *Ostreococcus lucimarinus* v2 {Palenik, 2007 #307} and *Thalassiosira pseudonana* CCMP 1335 v3 {Armbrust, 2004 #308} (genome. jgi-psf.org) using BLASTX method. EST best-hits were obtained based on filters of e-value 1E-07 and length of homologous sequences versus full length was greater than 40%. The best-hit-associated GO and KEGG annotations were applied to the respective ESTs. Non-expression ESTs were also filtered out based on the condition of having one of the 4 samples whose FPKM level was 0. To this end, a set of 12,292 transcribed and annotated ESTs were obtained and subsequently subjected to various transcriptional profiling analyses in this study (see Additional file 1).

**Pathway-based analysis in log-phase growth cells and in response to ND**

Pathway-based analysis is to determine the enrichment of the pathway-associated ESTs in a moving window of 1,024 ESTs in size and 512 ESTs in steps alone the ranked ESTs by level (i.e., average FPKM level in cells prior to ND) and ratio (i.e., ratio of average FPKM levels between cells after and prior to ND). Randomly selected 4 EST without GO or KEGG association were removed from the pathway-based analysis to allow covering all 12,288 ESTs (i.e., = 12,292-4) in the moving window analysis. GO biological processes and KEGG metabolic pathways whose associated EST in transcriptome is 30 or greater are considered for this analysis. To this end, 44 GO biological processes and 59 KEGG metabolic pathways were used in this analysis and all p-values were adjusted by multiplying a factor of 105 (i.e., correction factor also included the addition of ribosome and differentially transcribed ESTs in this multiple test) or 105*p-value < 0.05. The enrichment is based on density $D_{wi}=N_{wi}/1024$over average density $D_{ave}=N_{all}/12,288$, where $D_{wi}$ is the density in window *i*.

**Some software settings used in software for analysis of the transcriptome in this study**

*Trinity for assembly of transcriptome*

Usage: --JM 110G --SS-lib_type FR –CPU_threads 60 --min_contig_length 300

where JM 100G stands for 110GB memory allocated, SS_lib_type FR for paired-end of sequencing library, CPU_threads 60 for the CPU capacity of the machine processor, min_contig_length 300 for minimal contig length of 300 nucleotides.

*RSEM (Trinity perl script: align_and_estimate_abundance.pl)*

Usage: --est_method RSEM --aln_method bowtie2 --SS_lib_type FR --thread_count 60

where reads are aligned to the non-redundant EST sequences using bowtie2 and read count per EST is estimated by RSEM.

*EdgeR (Trinity perl script: abundance_estimates_to_matrix.pl and run_DE_analysis.pl)*

Based on the read count per EST, EdgeR output the fold change (in log2 scale), p-value, and false discovery rate (FDR). Differentially expressed ESTs are defined as those whose fold change > 2 and p-value < 0.05 (see Additional file 7).

*BLASTX (v2.2.30) for comparison of homologous sequences*

Usage: -max_target_seqs 1 -num_threads 60 -outfmt 6 -evalue 1e-7

where max_target_seqs 1 stands for a best-hit, num_threads 60 for machine’s CPU cappacity, outfmt 6 for type of output format, evalue 1e-7 for cutoff setting.

How the deposited data were processed for this re-analysis (not part of the article)

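RNA of B. braunii 779 was sequenced in 4 samples, 2 prior to ND and 2 collected 3 days after ND. The authors trimmed the reads, assembled them with Trinity, reduced the assembly with CD-Hit, and aligned the reads of each sample to the resulting ESTs with Bowtie2. The authors then estimated with RSEM an expected count for each EST, which is the number of read fragments assigned to it. The FPKM deposited beside it is this count divided by the effective length and by the fragments aligned to all ESTs of the sample. The TPM deposited by the authors is the same level scaled to the whole transcriptome of a sample. The percent of each isoform in its Trinity gene was also deposited by the authors. Only annotated ESTs, with a best hit in one of 6 algal genomes, are in the files. The methods name edgeR without naming which of its tests was used.

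From the files, expected counts were taken as whole numbers, which they all were, and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, 12292 ESTs, no filter). The common dispersion was 0.229, a biological coefficient of variation of 0.479. DESeq2 1.42.0 and edgeR's exact test were run as alternatives. Binomial, permutation and Fisher's exact tests were made with scipy 1.17.1 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6. The permutation tests over ESTs used 100000 resamples. The window statistic used windows of 1024 ESTs in steps of 512, giving 23 windows over 12288 ESTs. The 4 ESTs left out were drawn at random among those absent from Tables 3 to 5, Table S12 and the available part of Table S1. The fit was tested on simulated counts with 200 changed ESTs, of which 99% were recovered. Of the unchanged ESTs, 4.49% had a p under 0.05. The planted changes were larger than the median change called here, 2.47 up and -1.85 down on the log2 scale. They were placed only in ESTs that were not low in the shallowest sample. The 99% therefore does not describe smaller changes or ESTs with few counts. On simulated ranks the window statistic returned a planted fold of 6, which checks the counting only.

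Total counts were 1266488 and 1624847 prior to ND and 1213943 and 687585 after ND. Replicate 2 after ND was the shallowest, so low ESTs are measured with the least precision there. With 2 samples per condition an exact permutation test cannot give a p below 0.3333.

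Named ESTs were fixed by a rule written before the files arrived. It took the ESTs of Tables 3 to 5, the ESTs of Fig. 8a and Fig. 9 past the cutoff, and the 5 largest increases and 5 largest decreases past the cutoff that moved the same way in every pair of samples. The text names those of the tables in table order and summarises the rest. EST identifiers in Fig. 8a and Fig. 9 were read by eye. Of these, 4 identifiers were taken from a second reading because only that reading gave the sums of the supplementary tables. One of these, an EST of squalene synthase, was found only after the files arrived, as the EST whose level completed the sum. Pathway, gene ontology and best-hit annotations came from Table S12 and the part of Table S1 available, which lists 1218 ESTs. The pathway windows of Figs. 5 and 6 need the annotation of all ESTs and were not analysed here.

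The alternatives were edgeR's exact test, DESeq2, DESeq2's size factors, library size only, ESTs with at least 10 counts in every sample, edgeR's expression filter, the replicate number as a block, other ranks and window sizes, FPKM rescaled in 3 ways, pseudocounts of 1 and 0.1, a level filter of 5 FPKM, a stricter e value, and leaving out each sample in turn.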

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

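Of the 573 up-regulated ESTs annotated in Table S12, a share of 28.1% (161 ESTs, 95% Wilson interval 24.6 to 31.9) had their best hit in the Thalassiosira, Ostreococcus or Micromonas genomes. This was flagged as a signal the paper does not report. The share was 2.59% (3 of 116) among down-regulated ESTs (Fisher's exact test, p = 1.9e-11) and 15.3% (186 of 1218) in the part of Table S1 analysed here. The latter part is in order of e value and was not selected for change. In it, ESTs with such best hits rose more upon ND than the others, by a difference in median log2 ratio of 0.269 (permutation test, p = 9.2e-04), and 74.7% of them rose against 61.3% of the others. That is what reads from another organism, more abundant in the after-ND samples, could give. It is also what conserved stress genes of the alga itself could give, and the files hold no sequence to tell the 2 apart.

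A further prediction, written after per-sample sums had been seen, was that the rise is carried by one after-ND replicate. The log2 ratio of replicate 2 to replicate 1 after ND was higher by 0.198 in these ESTs (permutation test, p = 0.0235). The same comparison between the prior-to-ND replicates gave 0.601 (permutation test, p = 3.0e-05), so these ESTs differ between replicates of either condition. Such a pattern may come from a difference between cultures as much as from ND. These tests do not separate a biological explanation from the technical ones.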

How the results depend on the processing

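Results that kept their direction under every alternative run for them still moved in value. The enrichment of down-regulated ESTs in window 1, 3.78, ranged from 2.47 to 6. The light-harvesting ESTs in the top 30, 21 in number, fell to 16 when ranked after ND. The homolog shares were rerun only with a stricter e value. Of the 33 named ESTs, 16 kept their direction and call in every fit that tested them. Among these, c59003_g1_i1 fell from 7.26 to 2.45 without replicate 2 after ND. The summed changes of enzymes and of the Table 3 ribosomal ESTs have no test and were compared with the replicate SD, which is large. The acyl-CoA oxidase change, -1.19, moved by less than that SD but changed sign, from -1.87 to 0.149 on leaving out single samples. Hexokinase, 1.24, fell under 2-fold with FPKM divided by the TMM factor (0.930), with CPM (0.955) and without replicate 1 after ND (0.759). The light-harvesting change kept its sign, from -1.95 to -0.526 on leaving out single samples, as did the ribosomal change from -1.596 to -0.393, diacylglycerol acyltransferase from 1.43 to 2.101 and hexokinase from 0.759 to 1.601. The alternatives were set before the files arrived.

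The number of up-regulated ESTs, 625, was 279 with at least 10 counts in every sample, and from 225 to 1385 across the 4 fits that each left out one sample. The number of down-regulated ESTs, 311, was 125 with library size only, 172 with at least 10 counts in every sample and 174 with the replicate block, and from 81 to 1092 on leaving out one sample. The filter removes ESTs that are low in the shallowest sample. Without TMM, the log2 fold changes of all named ESTs were higher, by amounts that differed between ESTs.

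After Benjamini-Hochberg adjustment, the main fit left 0 in both directions. The exact test left 218 up-regulated and 13 down-regulated ESTs, DESeq2 208 and 16, the replicate block 129 and 1, and library size only 45 up-regulated. Fits without one sample left from 8 to 216 up-regulated and from 0 to 99 down-regulated. The exact test used the same ESTs and TMM factors as the main fit. With the quasi-likelihood test, DESeq2's size factors, the filter of at least 10 counts and edgeR's expression filter also left 0 in both directions. The fits with the block and with library size only used the quasi-likelihood test too. The 0 of the main fit therefore depended on the test, and also on the block and the normalization.

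The enrichment of up-regulated ESTs in the least abundant window, 6.60, became 0.422 when ranked by both conditions and 0.989 with at least 10 counts in every sample, and lay between 5.16 and 10.3 on leaving out one sample. With that count filter, the pathway enrichments became 0.524 for glycolysis/gluconeogenesis, 0 for the TCA cycle, 0 for the pentose phosphate pathway and 1.74 for carbon fixation. On leaving out one sample they ranged from 1.48 to 5.85, from 2.28 to 10.9, from 2.48 to 11.9 and from 1.87 to 7.91, respectively. The rank by both conditions includes the after-ND levels, which are high in up-regulated ESTs by selection, and the filter takes out most ESTs of the least abundant window while the background stays all ESTs. Both lower the value of that window by design, so neither tests the claim on abundance. For the pathways the background also stayed all ESTs, and how many of their ESTs pass the filter cannot be counted without the complete annotation. The pathway ranges on leaving out one sample also follow, in part, how many up-regulated ESTs of each fit are in Table S12.

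The ribosomal median difference, -0.0238, ranged from -0.0972 to 0.0483 on leaving out one sample, and was 0.0144 without replicate 1 prior to ND. The dehydrogenase difference, 0.375 (permutation p = 0.106), passed the threshold without replicate 1 prior to ND (1.32) and without replicate 2 after ND (0.507), and ranged from 0.474 to 1.32. The share of up-regulated ESTs among dehydrogenase ESTs, a comparison chosen after the values were seen, was 36.4% against 7.94% of other ESTs, and lay above that of other ESTs in every fit. It was 4.55% against 2.42% with at least 10 counts in every sample (Fisher's exact test, p = 0.425). In that fit the ESTs removed by the filter stayed in the denominators, so it does not test the share.

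Enzymes over 2-fold ranged on leaving out one sample from 2 to 7 (VLCFA, main 1), from 4 to 4 (curated, main 2) and from 3 to 7 (machine-assembled, main 2). VLCFA ESTs past the cutoff ranged from 3 to 28 (main 5). The transketolase change, 5.29, ranged from 3.33 to 6.09 and the gibberellin-44 dioxygenase change, 2.26, from 1.34 to 5.41. Among the 33 named ESTs, without replicate 1 prior to ND, the log2 fold change of c68174_g2_i1 turned to 0.385 (lowest -1.47 on leaving out one sample), that of c73365_g3_i6 to 2.52 (lowest -5.62) and that of c69499_g1_i5 to 1.177 (lowest -5.22). Of the other rows for named ESTs, 42 were no longer past the cutoff and 1 became so.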

Differences from the paper's values

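The number of down-regulated ESTs was 311 against the paper's 116. Of the alternatives set before the files arrived, library size only (125), at least 10 counts in every sample (172), the replicate block (174), and the fits without replicate 1 (97) or replicate 2 (81) after ND came within 1.5 times the paper's value. The edgeR exact test (286), DESeq2 (228), DESeq2 size factors (314), edgeR's expression filter (262) and the fits without replicate 1 (831) or replicate 2 (1092) prior to ND did not.

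The smallest summed count per EST was 10 against the paper's 42, and the median was 96 against the paper's 174. The count total of replicate 2 after ND was 687585, against the paper's edgeR library size of 1270455. The binomial p for the top 30 ESTs was 4.3e-04 for glycolysis against the paper's 0.0043, and 8.7e-04 for translation against the paper's 0.0087. Both have the leading digits of the paper's values and differ only in the exponent. None of these values depends on an alternative set before the files arrived, so none closed the gap.

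The paper reports ribosome ESTs among the most down-regulated. The 4 ribosomal ESTs of Table 3 all fell (log2 change of the sum -0.873), with 3 past the cutoff, 3 in the most decreased window and 0 in Table S12. The transcriptome held 140 ribosomal ESTs. For the 10 in the available part of Table S1, no difference from other ESTs was detectable (difference in median log2 ratio -0.0238, p = 0.941 by permutation test, and -0.353, p = 0.312 by permutation test, with an average of at least 5 FPKM prior to ND). By the share past the cutoff, chosen after the values were seen, 3 of these 10 were up-regulated against 100 of 1208 other ESTs (p = 0.0455 by Fisher's exact test) and 0 down-regulated. The other fits of all 4 samples also gave 3 up-regulated and 0 down-regulated, except 0 up-regulated with at least 10 counts in every sample. Apart from that filter, Fisher's exact p for the up-regulated share lay between 0.0320 (DESeq2) and 0.0877 (library size only). The 0 down-regulated did not hold without replicate 1 prior to ND, a fit that leaves 1 sample in that group. Of the ribosomal ESTs of Table S12, 16 were up-regulated and 3 down-regulated here, against 573 and 116 of that whole list. The paper reports dehydrogenase ESTs as up-regulated. In the available part of Table S1 their difference in median log2 ratio was in the same direction, 0.375 (p = 0.106 by permutation test), and it passed the threshold without replicate 1 prior to ND (1.32, p = 2.4e-04 by permutation test) and without replicate 2 after ND (0.507, p = 0.0365 by permutation test). With an average of at least 5 FPKM prior to ND it was 0.195 (p = 0.400 by permutation test). By the share past the cutoff, a comparison chosen after the values were seen, they were enriched, with 8 of 22 up-regulated against 95 of 1196 other ESTs (p = 2.4e-04 by Fisher's exact test), so the difference from the paper concerns the median and not this share. The paper states that the nitrogen metabolic pathway was not up-regulated. Its up-regulated ESTs of Table S12 were 3.28 times the background here, by a count of ESTs past the cutoff and not by the windows of the paper. The paper counts a single up-regulated VLCFA EST, and 2 were found here. The paper's text names acetyl-CoA oxidase, while its enzyme number is that of acyl-CoA oxidase in the supplementary table. The paper gives C. subellipsoidea as the source of most best hits, and in the part of Table S1 analysed here its share was 48.3%. That part holds 1218 of 12292 ESTs in order of e value and need not represent the whole. Its share is therefore no evidence of a difference from the paper.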

Other observations

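The number of up-regulated ESTs was weighed against technical explanations. Of the 3 splits of the 4 samples into 2 and 2, 1 (the real one) gave as many up- and down-regulated ESTs as the real split, with 936 against 314 and 647 in the other splits, so this design cannot show a share under 0.05. With the counts of every sample thinned to 687585, the median number of up-regulated ESTs was 606, and without the 30 most abundant ESTs it was 627, against 625. Depth and a few dominant ESTs therefore moved it little, but the pattern cannot be told apart from a chance difference among 4 samples.

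The concentration of up-regulated ESTs among the least abundant ESTs prior to ND could come in part from the rank and the change sharing the prior-to-ND values. Ranked by replicate 1 prior to ND and tested against replicate 2, the fold in window 23 was 2.21. With the replicates swapped, a check added after that value was seen, it was 1.93. Ranked by the same replicate as tested it was 5.16. The prediction written beforehand set a limit of 2, so the values fall on both sides, and most of the enrichment is gone when the replicates are kept apart. EST length was tested too. Among ESTs at or above the median length, the fold in the least abundant part was 5.305, so length was not the source.

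Up-regulated ESTs of glycolysis, the TCA cycle, the pentose phosphate pathway and carbon fixation had best hits in the Thalassiosira, Ostreococcus and Micromonas genomes in 50% (20 of 40), against 26.5% (141 of 533) of the other up-regulated ESTs (Fisher's exact test, p = 0.0019). By pathway, such best hits numbered 7 of 14, 3 of 10, 9 of 13 and 11 of 17 in the order given. The TCA cycle therefore gave little sign of this excess. Reads from another organism remain a candidate explanation for part of the enrichment of these pathways, as a hypothesis found and tested on the same data. No sequence was available to test it further.

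The fall of the light-harvesting ESTs may reflect differences between cultures. The prior-to-ND replicates differed by a log2 ratio of 0.942 and the after-ND replicates by -1.41, against a change upon ND of -1.07. The prediction on replicates was written after these values had been seen, as was that on selection. When the light-harvesting ESTs were instead chosen among the 30 most abundant after ND, their summed level changed by -1.08. Light-harvesting annotation was available only for the 21 ESTs of Table 3 and for 2 ESTs in the part of Table S1 analysed here. The former were themselves chosen by prior-to-ND level, so this check cannot decide whether such selection made the fall. The fall cannot be told apart from the spread between replicates.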
